# Establishment of paternal methylation imprint at the *H19/Igf2* imprinting control region

**DOI:** 10.1126/sciadv.adi2050

**Published:** 2023-09-06

**Authors:** Ji Liao, Sangmin Song, Samuel Gusscott, Zhen Fu, Ivan VanderKolk, Brianna M. Busscher, Kin H. Lau, Julie Brind’Amour, Piroska E. Szabó

## Abstract

The insulator model explains the workings of the *H19* and *Igf2* imprinted domain in the soma, where insulation of the *Igf2* promoter from its enhancers occurs by CTCF in the maternally inherited unmethylated chromosome but not the paternally inherited methylated allele. The molecular mechanism that targets paternal methylation imprint establishment to the imprinting control region (ICR) in the male germline is unknown. We tested the function of prospermatogonia-specific broad low-level transcription in this process using mouse genetics. Paternal imprint establishment was abnormal when transcription was stopped at the entry point to the ICR. The germline epimutation persisted into the paternal allele of the soma, resulting in reduced *Igf2* in fetal organs and reduced fetal growth, consistent with the insulator model and insulin-like growth factor 2 (IGF2)’s role as fetal growth factor. These results collectively support the role of broad low-level transcription through the *H19/Igf2* ICR in the establishment of its paternal methylation imprint in the male germ line, with implications for Silver-Russell syndrome.

## INTRODUCTION

Imprinted genes often cluster in domains and have a special expression pattern of being transcribed from one parental chromosome only, the one inherited from the father, or the one inherited from the mother. The two chromosomes carry different epigenetic markings in the form of DNA methylation at the imprinting control region (ICR) that regulates parental allele–specific expression of genes along the domain. Those imprinted germline differentially methylated regions (gDMRs) originate in the male or female germ lines and are carried into the zygote from the sperm or the oocyte. DMRs are later maintained in the paternally (PAT) or maternally (MAT) inherited chromosome during development of the soma. One outstanding question is why PAT and MAT gDMR establishment differ in the male and female germ lines.

Mouse genetic studies found that the reciprocal maternal and paternal allele–specific expression of the *H19* and *Igf2* genes depends on an ICR, which behaves as a maternal allele–specific CTCF-mediated insulator in somatic cells (Fig. 1A). DNA methylation inherited from the sperm inhibits insulation in the paternal allele. A major mystery in the imprinting field is what specifies DNA methylation at this PAT DMR in the male germ line. This question is relevant to Silver-Russell syndrome (SRS; OMIM 180860) (*1*), an imprinting disorder, manifesting in fetal and postnatal growth retardation and related symptoms. Loss of methylation is detected in the ICR1 that controls the *H19/IGF2* domain in about 65% of SRS cases (*2*, *3*). The cause of this epigenetic deficiency, however, is unknown. It may involve the process of imprint establishment—de novo methylation of ICR1 in the male germ line.

**Fig. 1.**
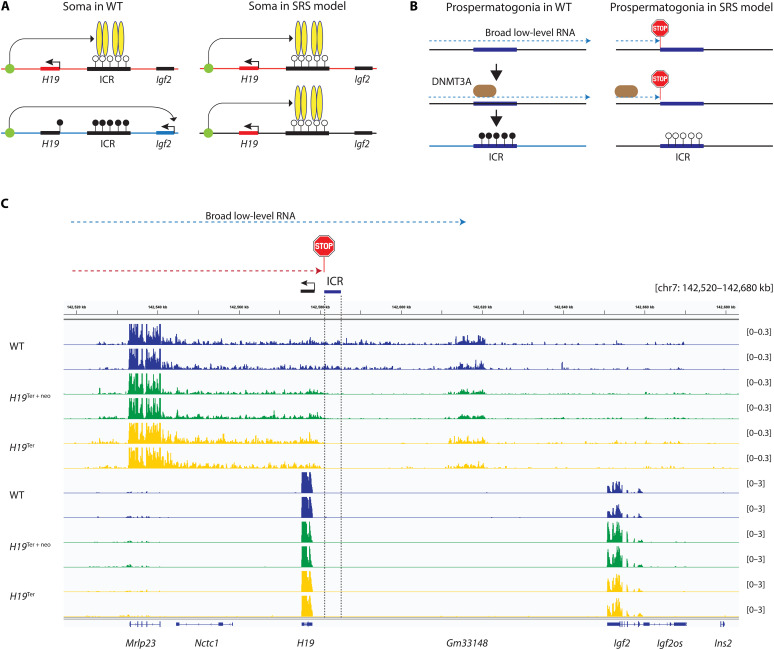
Testing the function of broad low-level transcription at the *H19/Igf2* ICR. (**A**) Insulator model. CTCF molecules (yellow ovals) bind in the unmethylated ICR allele in the chromosome inherited from mother and block *Igf2* from the shared enhancers (green dot). Methylation of the ICR inherited from the father via the sperm prevents CTCF binding and thus allows activation of *Igf2*. The panel to the right shows the expected aberrant gene expression pattern when the ICR is not methylated properly in the paternal chromosome, as in the case of the majority of SRS patients. (**B**) Hypothesis: Paternal methylation imprint is established in prospermatogonia by de novo methyltransferase DNMT3A in response to broad low-level transcription that runs through the ICR. The right panel depicts the expected outcome when transcription is terminated before entering the ICR in prospermatogonia. (**C**) Transcription across the ICR is terminated by the knock-in terminator cassette. Genome browser view of normalized total RNA sequencing (RNA-seq) bigwig files in the forward (top six lanes) and reverse (bottom six lanes) directions. Biological replicates of 15.5 dpc purified prospermatogonia from wild-type (WT), *H19*^Ter+neo^/*H19*^Ter+neo^, and *H19*^Ter^/*H19*^Ter^ homozygous fetuses. The genes and the *H19/Igf2* ICR and the insertion site for the termination cassette are marked.

Our genome-wide deep total RNA-sequencing (RNA-seq) experiments (*4*) revealed that broad low-level transcription runs through the *H19/Igf2* ICR specifically in 15.5 days postcoitum (dpc) mouse prospermatogonia (fig. S1), at the time when the establishment of PAT gDMRs, such as the *H19/Igf2* ICR, is initiated (*4*–*6*). We hypothesized that this transcription through the ICR is required for targeting de novo methylation to the ICR in prospermatogonia (Fig. 1, A and B) and tested its role using mouse genetics.

## RESULTS

### Insertion of an RNA terminator cassette by gene targeting truncates the prospermatogonia-specific transcript

We carried out a gene targeting experiment in mouse embryonic stem (ES) cells. We inserted a transcription terminator cassette (Ter) (*7*) to truncate the fetal male germ cell–specific broad low-level transcript (*4*) before entering the *H19/Igf2* ICR sequences (fig. S2) (*8*, *9*). 

To test whether the insertion results in truncation of the broad low-level transcription, we purified prospermatogonia from 15.5 dpc *H19*^Ter^/*H19*^Ter^ and *H19*^Ter+neo^/*H19*^Ter+neo^ homozygous fetuses. All these fetuses also carried an Oct4–enhanced green fluorescent protein (EGFP) transgene, crossed in from the TgOG2 transgenic mouse (*10*) to facilitate fluorescence-activated cell sorting (FACS) of EGFP^+^ germ cells out of fetal testes. We carried out a deep total RNA-seq experiment as earlier (*4*). 

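The deposited gene table holds 7 total RNA-seq libraries from EGFP+ prospermatogonia sorted at 15.5 dpc (15 dpc in the source name of the sample labels, 15.5 dpc in their protocol), 2 from WT, 2 from *H19* Ter/*H19* Ter and 3 from *H19* Ter+neo/*H19* Ter+neo fetuses. Fig. 1C shows 2 lanes for each genotype, and which 2 of the 3 *H19* Ter+neo/*H19* Ter+neo libraries these are is not given in the sources used here. Libraries were counted as biological replicates. The paper states an average depth of 100 M raw paired reads. The read pairs counted to genes, on which every value here rests, were 45103957 and 45922224 in WT replicates 1 and 2, 51170458 and 37546716 in *H19* Ter/*H19* Ter replicates 3 and 4, and 84104114, 86314082 and 87326484 in *H19* Ter+neo/*H19* Ter+neo replicates 5, 6 and 7. The authors trimmed the reads, aligned them to mm10 with STAR and counted them per gene. The table gives log2 CPM (counts per M read pairs, after scaling) with a small prior count for 20643 genes. Undoing the log gave whole read pairs in every library, within a tolerance of 1e-06 of a read. The annotation release and the strand setting of the counting are not given in the sources used here. Of 482 annotated genes whose exons lie wholly under exons of the opposite strand, 41 have a value, and of 765 that lie wholly under exons of the same strand, 1 does. The values cover annotated genes only, so the ICR, the terminator and the Pgkneo cassette were not analysed here. Genes were required to reach 0.1 CPM in at least 2 libraries, which removed none. The log2 values of all 7 libraries were fitted with limma, with genotype as the factor and 1 estimate of spread for the 3 genotypes. Tests were two-sided, with Benjamini-Hochberg adjustment over the 20643 genes.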

We found that the broad low-level transcript stopped inside the terminator cassette before entering the ICR in *H19*^Ter^/*H19*^Ter^ prospermatogonia or before entering the Pgkneo cassette in *H19*^Ter+neo^/*H19*^Ter+neo^ prospermatogonia (fig. S3). We also noted that the *H19*^Ter+neo^/*H19*^Ter+neo^ prospermatogonia exhibited no transcription across the Pgkneo cassette in the forward direction (fig. S3). No transcript exited into neighboring sequences out of the cassettes in either forward or reverse direction (fig. S3). 

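Past the ICR, the long noncoding RNA *Gm33148*, transcribed in the forward direction, was lower in *H19* Ter/*H19* Ter prospermatogonia than in WT. Its level was 5.05 ± 0.787 CPM (SD, n = 2) in WT, 3.16 ± 0.0194 (SD, n = 2) in *H19* Ter/*H19* Ter and 3.95 ± 0.288 (SD, n = 3) in *H19* Ter+neo/*H19* Ter+neo. Of the 2 forward-strand genes with a value before the terminator, *Lsp1*, which encodes a leukocyte actin-binding protein, was higher in both mutants, and *Mrpl23*, which encodes a mitochondrial ribosomal protein, did not pass the test in either. *H19*, the noncoding RNA transcribed in reverse next to the ICR, did not pass the test in either mutant. *Igf2*, the growth factor gene that shares enhancers with *H19*, and its antisense transcript *Igf2os* did not pass it either. *Gm33148* (ENSMUSG00000110125) lies on chromosome 7 of GRCm38 (mm10) from 142591744 to 142620804 in 4 exons, and the insertion site is at 142580156. Its log2 fold change against WT was -0.66 in *H19* Ter/*H19* Ter (standard error 0.17, limma adjusted p = 0.0187, and 0.00769 adjusted over the list alone, the 6 domain genes with a value). In *H19* Ter+neo/*H19* Ter+neo it was -0.34 (standard error 0.15, limma adjusted p = 0.0794, and 0.127 adjusted over the list alone). The mean of both mutants against WT was -0.50 (standard error 0.14, limma adjusted p = 0.0146). Passing was common in this fit. Of 20643 genes, 5187 passed in *H19* Ter/*H19* Ter, 11231 in *H19* Ter+neo/*H19* Ter+neo and 9605 for the mean of both mutants. A call for *Gm33148* or *Lsp1* therefore cannot by itself be read as a local effect of the terminator. Each of the 5 mutant libraries was below both WT libraries (exact permutation test, two-sided p = 0.0476, the smallest that 5 against 2 allow). In libraries thinned to the same depth, a setting chosen after seeing the data, this test did not pass (exact permutation test, p = 0.0952), while the mean of both mutants stayed at -0.48 (limma adjusted p = 0.0246). The levels rest on 200 and 251 read pairs in WT, 122 and 169 in *H19* Ter/*H19* Ter, and 315 to 369 in *H19* Ter+neo/*H19* Ter+neo. The call in *H19* Ter/*H19* Ter was lost without WT replicate 1 (-0.50, limma adjusted p = 0.101), without *H19* Ter/*H19* Ter replicate 3 (-0.67, limma adjusted p = 0.0723) and without *H19* Ter/*H19* Ter replicate 4 (-0.66, limma adjusted p = 0.0841), and that for both mutants without WT replicate 1 (-0.34, limma adjusted p = 0.151) and with the 5 mutant libraries fitted as 1 group (-0.47, limma adjusted p = 0.0772). With the trend on GC content and gene length removed, also chosen after seeing the data, *Gm33148* passed in *H19* Ter+neo/*H19* Ter+neo as well (-0.42, limma adjusted p = 0.0341).
*Lsp1*, from 142460809 to 142494867, had a log2 fold change of 0.84 in *H19* Ter/*H19* Ter (standard error 0.17, limma adjusted p = 0.00728) and 0.65 in *H19* Ter+neo/*H19* Ter+neo (standard error 0.15, limma adjusted p = 0.00503), and the call in *H19* Ter/*H19* Ter was lost without WT replicate 2 (0.81, limma adjusted p = 0.0507). *Mrpl23* had 0.06 in *H19* Ter/*H19* Ter (limma adjusted p = 0.714) and 0.14 in *H19* Ter+neo/*H19* Ter+neo (limma adjusted p = 0.224, and 0.0245 at 0.26 with the same trend removed). The log2 ratio of *Gm33148* to the sum of *Lsp1* and *Mrpl23*, which no scaling of a whole library can alter, was -2.94 ± 0.21 (SD, n = 2) in WT, -3.72 ± 0.03 (SD, n = 2) in *H19* Ter/*H19* Ter and -3.46 ± 0.24 (SD, n = 3) in *H19* Ter+neo/*H19* Ter+neo. *H19* had a log2 fold change of 0.03 in *H19* Ter/*H19* Ter (limma adjusted p = 0.876) and -0.23 in *H19* Ter+neo/*H19* Ter+neo (limma adjusted p = 0.102). *Igf2* had 0.14 and 0.11 (limma adjusted p = 0.676 and 0.69), and *Igf2os*, which lies antisense to it, 0.17 and 0.53 (limma adjusted p = 0.731 and 0.15). Only 2127 of the 5723 exonic bases of *Igf2* are free of exons of another gene on its strand, so its counts may be incomplete. *Tnnt3*, *Nctc1* and *Ins2* have no value in the table. The paper reads the forward transcript from the tracks of Fig. 1C and attributes its level across the ICR in both mutants to the insertion of the terminator.

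**Figure D1:**
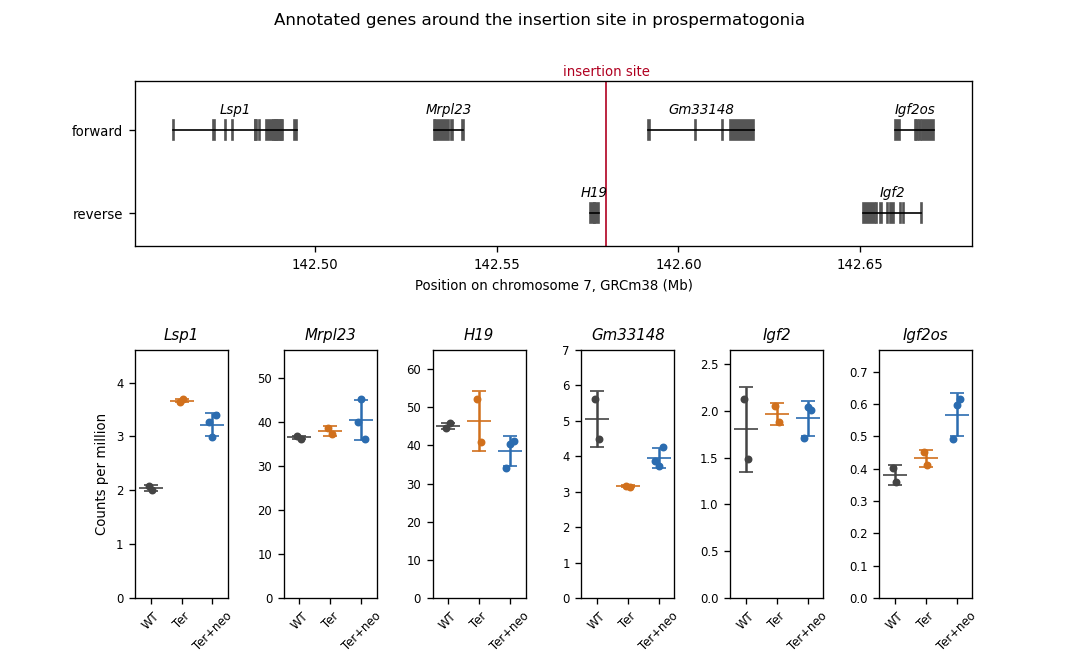
Top, the annotated genes with a value around the insertion site on chromosome 7 of GRCm38, by strand, with exons as boxes. Bottom, the CPM of each library (points) with the mean and SD of each genotype (bars) for WT (n = 2), *H19* Ter/*H19* Ter (Ter, n = 2) and *H19* Ter+neo/*H19* Ter+neo (Ter+neo, n = 3). The mean of *Gm33148* is 5.05, 3.16 and 3.95 CPM.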

In response to the terminator insertion, transcription was diminished across the ICR in the prospermatogonia of *H19*^Ter+neo^/*H19*^Ter+neo^ and *H19*^Ter^/*H19*^Ter^ fetuses (Fig. 1C).

### Broad low-level transcription across the ICR is required for paternal methylation imprint establishment

We performed bisulfite DNA sequencing in purified prospermatogonia from individual 17.5 dpc heterozygous *H19*^+^/*H19*^Ter+neo^ and *H19*^+^/*H19*^Ter^ fetuses (Fig. 2A). Note that the allele inherited from the mother is written first in each genotype. In these samples, DNA methylation of the wild-type (WT) allele has reached a high level of DNA methylation by 17.5 dpc as expected (*11*). However, CpG methylation of the mutant allele was lower than the WT allele in prospermatogonia of each *H19*^+^/*H19*^Ter+neo^ fetus (Fig. 2, B and C). CpG methylation was variable in the *H19*^Ter+neo^ allele between fetuses and even more so in the *H19*^Ter^ allele, which was hypomethylated in two of seven fetuses (Fig. 2, D and E). In *H19*^Ter^/*H19*^Ter^ prospermatogonia, CpG methylation of the ICR was 64 and 13% (Fig. 2F), again a reduction compared to the expected levels (*11*). In the RNA-seq data, the *H19*^Ter+neo^/*H19*^Ter+neo^ mice showed some low-level transcription through the ICR (Fig. 1C), which appears to be a reinitiation after a complete stop has occurred in the terminator cassette (fig. S3B). 

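In *H19* Ter+neo/*H19* Ter+neo prospermatogonia, *Gm33148*, the annotated forward-strand RNA that starts past the ICR, was at 3.86, 3.72 and 4.27 CPM in replicates 5, 6 and 7. In *H19* Ter/*H19* Ter prospermatogonia it was at 3.17 and 3.15 CPM in replicates 3 and 4. Every *H19* Ter+neo/*H19* Ter+neo library was thus above both *H19* Ter/*H19* Ter libraries. Libraries of the 2 mutants did not overlap for 11612 of 20643 genes, in either direction, against 20% of genes by chance. Such separation was therefore common and does not set *Gm33148* apart. The log2 difference between the mutants, *H19* Ter+neo/*H19* Ter+neo minus *H19* Ter/*H19* Ter, was 0.32 (standard error 0.15) and did not pass the test (limma adjusted p = 0.149, and 0.192 adjusted over the list alone, the domain genes with a value). The difference between the mutants for *Lsp1*, before the terminator, was -0.19 (standard error 0.15, limma adjusted p = 0.389). That for *H19*, whose transcript runs in reverse away from the ICR, was -0.26 (standard error 0.11, limma adjusted p = 0.106), with -0.09 without *H19* Ter/*H19* Ter replicate 3 (limma adjusted p = 0.655) and -0.44, past the threshold, without *H19* Ter/*H19* Ter replicate 4 (limma adjusted p = 0.0441).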

According to the model (Fig. 1B), one would predict that the *H19*^Ter+neo^ allele should have more DNA methylation compared to that of *H19*^Ter^ allele, where a complete lack of transcription was observed (Fig. 1C). The opposite result was found (Fig. 2, C and E), perhaps because the Pgkneo cassette has an effect on ICR methylation in the *H19*^Ter+neo^ allele. Nevertheless, these results collectively demonstrate that DNA methylation establishment at the *H19/Igf2* ICR does not occur properly in the absence of the prospermatogonia-specific broad, low-level transcription across the ICR sequences.

**Fig. 2.**
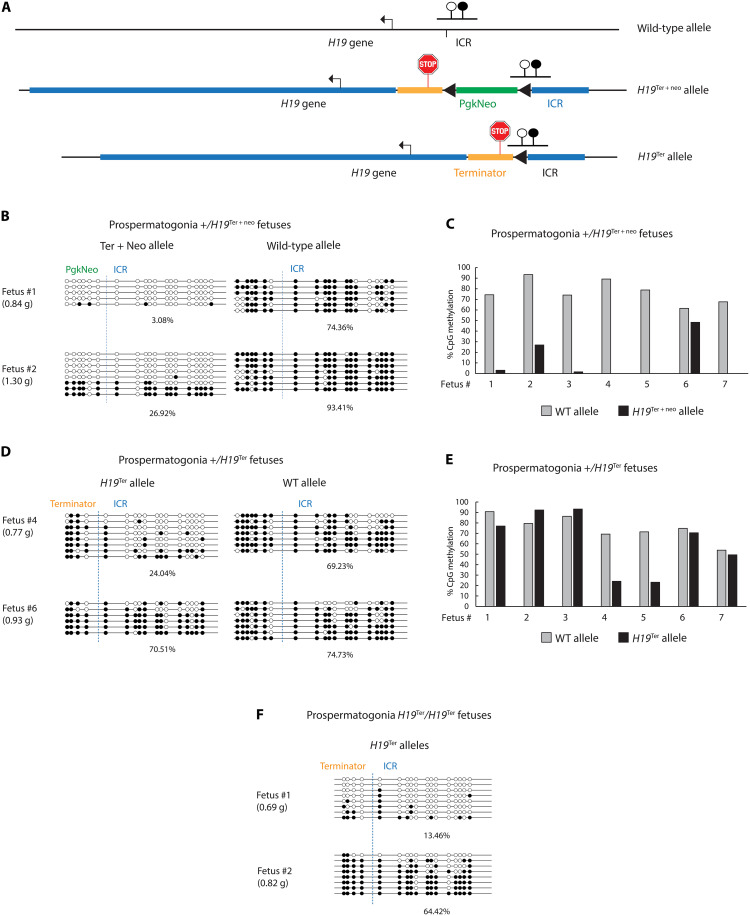
De novo DNA methylation of the *H19/Igf2* ICR requires transcription through the ICR in prospermatogonia. (**A**) Schematic map of the bisulfite sequencing regions in the WT and mutant alleles. (**B** to **F**) Results of bisulfite sequencing in EGFP^+^ FACS-purified prospermatogonia from 17.5 dpc fetuses. Open and closed circles indicate unmethylated and methylated CpGs, respectively. (B) Examples of *H19*^+^/*H19*^Ter+neo^ fetuses. Dashed vertical lines separate the ICR sequences from the flanking regions. The weight of each fetus is indicated to the left. (C) Individual *H19*^+^/*H19*^Ter+neo^ fetuses at 17.5 dpc obtained from three litters of three mutant males out of three independent founders. The percentage of methylated CpGs of 13 CpGs in the ICR fragment is plotted in the WT and knock-in allele. (D) Examples of *H19*^+^/*H19*^Ter^ fetuses. (E) Individual *H19*^+^/*H19*^Ter^ fetuses obtained from three litters of two males out of two founder males. (F) Examples of DNA methylation in prospermatogonia of the *H19*^Ter^/*H19*^Ter^ fetuses.

### Aberrant methylation imprint establishment results in reduced growth in the offspring

On the basis of the insulator model (Fig. 1A) (*12*–*15*), we hypothesized that inheriting a reduced ICR methylation from the male germline in the paternal allele results in reduced growth in the mutant fetuses. In this scenario, the *Igf2* gene, encoding a fetal growth factor, is expected to be insulated in both parental alleles. The weight of *H19*^+^/*H19*^Ter+neo^ and *H19*^+^/*H19*^Ter^ fetuses and their placentas was variably reduced at 18.5 dpc (Fig. 3, A to F). The weight reduction of *H19*^+^/*H19*^Ter+neo^ fetuses and placentas, and *H19*^+^/*H19*^Ter^ fetuses was statistically significant. To find out whether the reduced growth lasts beyond fetal life, we measured the weight of weanling pups and adults (fig. S4). The weight of the mutant *H19*^+^/*H19*^Ter+neo^ pups, males and females, was significantly lower compared with WT siblings. The number of *H19*^+^/*H19*^Ter+neo^ mutant pups was much less than expected at weaning. This bias likely resulted from early postnatal lethality, because of the 17 dead pups found during the first 3 days of birth, 12 were *H19*^+^/*H19*^Ter+neo^ and 5 were WT. The *H19*^+^/*H19*^Ter+neo^ but not *H19*^+^/*H19*^Ter^ weanling pups and adults showed a broader distribution of weights than their WT siblings at 3 and 8 weeks. The weight of *H19*^+^/*H19*^Ter+neo^ adults was also reduced compared to WT littermates, and, in males but not females, the difference was significant. We noticed that the WT siblings of *H19*^+^/*H19*^Ter^ mice, both females (*P* = 8.2959 × 10^−7^) and males (*P* = 2.1692 × 10^−5^), were significantly smaller at weaning and at 8 weeks of age (*P* = 0.0010 and *P* = 0.0576, respectively) than the WT siblings of *H19*^+^/*H19*^Ter+neo^ mice. The reason for this difference is not known. It did not initiate at fetal stage, as those WT fetuses and their placentas were not significantly different between crosses (*P* = 0.8040 and *P* = 0.2896). The *H19*^+^/*H19*^Ter^ mice and *H19*^+^/*H19*^Ter+neo^ mutant mice were not different from each other. These results collectively suggest that defective methylation establishment in prospermatogonia has a lasting phenotypic effect in the next generation, as paternal inheritance of the Ter insertion results in reduced fetal and placental growth in both mutant lines and reduced postnatal weight in the *H19*^+^/*H19*^Ter+neo^ and perhaps also the *H19*^+^/*H19*^Ter^ mutant mice.

**Fig. 3.**
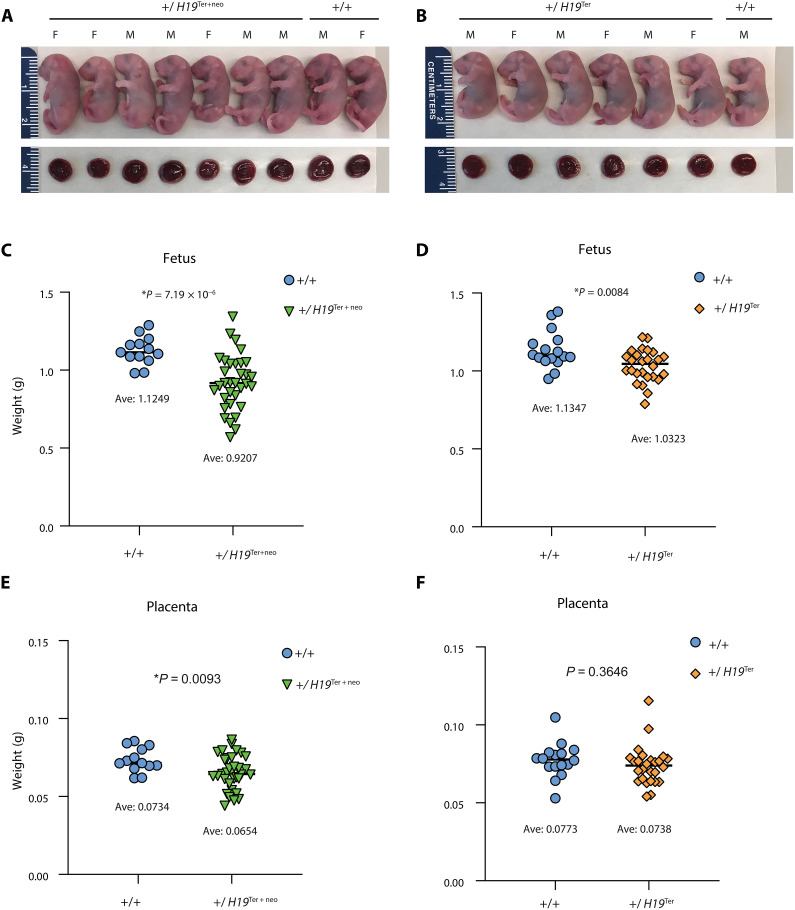
Offspring derived from epimutant prospermatogonia exhibit variably reduced fetal and placental growth. (**A**) Photographs of uterus-mate 18.5 dpc *H19*^+^/*H19*^Ter+neo^ and *H19*^+^/*H19*^+^ fetuses are displayed with the corresponding placentas. (**B**) Photographs of uterus-mate 18.5 dpc *H19*^+^/*H19*^Ter^ and *H19*^+^/*H19*^+^ fetuses and corresponding placentas. The sex of each fetus is marked as female (F) and male (M). (**C**) Weight distribution of *H19*^+^/*H19*^Ter+neo^ fetuses (*n* = 33) and control *H19*^+^/*H19*^+^ siblings (*n* = 13) from seven litters. (**D**) Weight distribution of *H19*^+^/*H19*^Ter^ fetuses (*n* = 26) and control *H19*^+^/*H19*^+^ siblings (*n* = 16) from seven litters. (**E**) Weight distribution of the placentas of the *H19*^+^/*H19*^Ter+neo^ fetuses (*n* = 33) and *H19*^+^/*H19*^+^ siblings (*n* = 13) from seven litters as above. (**F**) Weight distribution of the placentas of *H19*^+^/*H19*^Ter^ fetuses (*n* = 26) and control *H19*^+^/*H19*^+^ siblings (*n* = 16) from seven litters as above. The average value is shown as a horizontal line. The significance of difference between genotypes (*P* value calculated by two-tailed *t* tests) is included.

### The variable methylation persists from epimutant prospermatogonia to the offspring

To test whether the reduced DNA methylation establishment in prospermatogonia persists into the PAT inherited allele of the soma in the next generation, we carried out multiplex indexed bisulfite sequencing in the kidney of *H19*^+^/*H19*^Ter+neo^ and *H19*^+^/*H19*^Ter^ fetuses at 18.5 dpc. Upon paternal transmission, both the *H19*^Ter+neo^ and *H19*^Ter^ alleles were variably hypomethylated compared to the WT allele in control fetuses (Fig. 4, A to C). Lighter fetuses displayed lower level of DNA methylation at the ICR (Fig. 4, B and C), suggesting that the variable ICR hypomethylation inherited from the mutant male germline affects growth in the mutant fetuses, and the severity of growth defect corresponds to the severity of methylation defect. These results demonstrate that the variably hypomethylated state of the prospermatogonia is passed on to the offspring in the paternal allele resulting in variable growth phenotype. It is also interesting that prospermatogonia with the lower ICR DNA methylation was obtained from smaller fetuses (Fig. 2, B, D, and F), suggesting heritability of the variable methylation between generations.

**Fig. 4.**
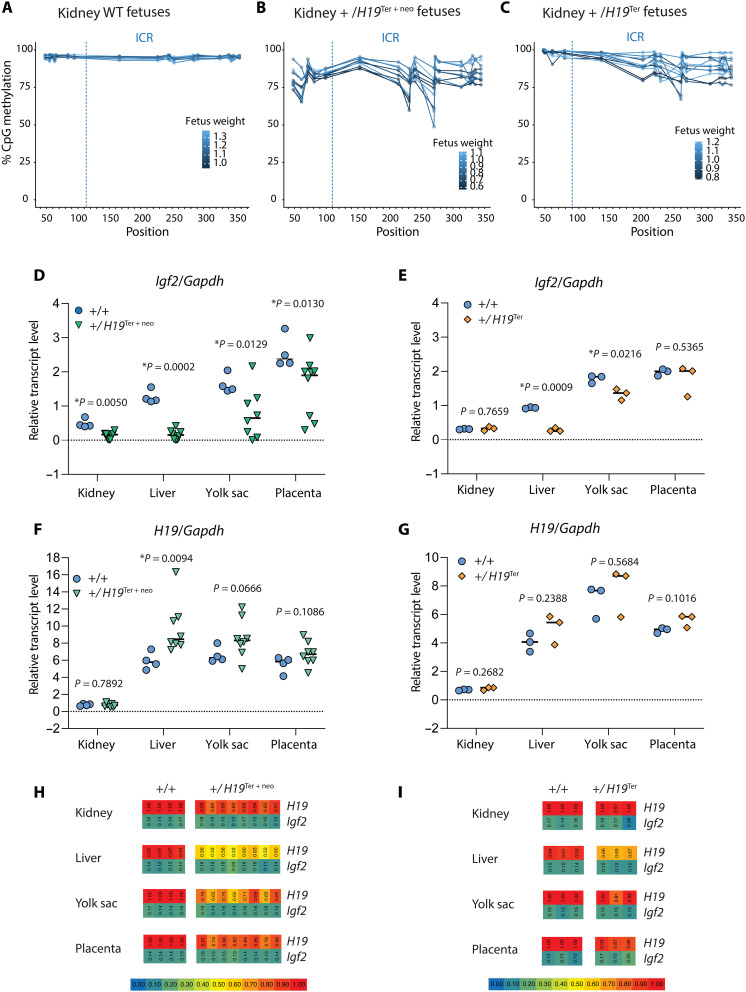
ICR hypomethylation is transmitted from the germline to the offspring and results in aberrant expression of the *Igf2* and *H19* imprinted genes. (**A** to **C**) Multiplex bisulfite sequencing results shown in the PAT inherited allele in the kidney of 18.5 dpc fetuses (A to C). Percentage of methylation is plotted at each CpG in the ICR and flanking regions (left of the dotted line). (A) WT *H19*^+^/*H19*^+^ (*n* = 8), (B) *H19*^+^/*H19*^Ter+neo^ (*n* = 11), and (C) *H19*^+^/*H19*^Ter^ (*n* = 11). (**D** to **G**) Quantitative reverse transcription polymerase chain reaction (PCR) in four fetal organs at 18.5 dpc. Experimental crosses were carried out as in Fig. 3. The average value for each organ is marked with a horizontal bar (*P* value by two-tailed *t* tests). (D) *Igf2* in *H19*^+^/*H19*^Ter+neo^ fetuses. (E) *Igf2* in *H19*^+^/*H19*^Ter^ fetuses. (F) *H19* in *H19*^+^/*H19*^Ter+neo^ fetuses. (G) *H19* in *H19*^+^/*H19*^Ter^ fetuses. (**H** and **I**) Sequenom allelotyping of allele-specific transcription in four organs of mutant and control 18.5 dpc fetuses. The ratio of maternal/(maternal + paternal) allele for the *H19* and *Igf2* imprinted genes is displayed by the color scale. Genotypes are shown at the top. (H) *H19*^+^/*H19*^Ter+neo^ fetuses. (I) *H19*^+^/*H19*^Ter^ fetuses.

### Aberrant imprinted gene expression is detected in the offspring out of epimutant prospermatogonia

The insulator model (Fig. 1A) predicts that hypomethylation of the ICR in the mutant paternal allele results in biallelic insulation of the *Igf2* promoters from the enhancers (*16*) that lie downstream of *H19*, as observed in genetic SRS model mice (*17*–*19*). *Igf2* levels were greatly and significantly reduced in the kidney, liver, yolk sac, and placenta organs of 18.5 dpc *H19*^+^/*H19*^Ter+neo^ fetuses and in the liver and yolk sac of *H19*^+^/*H19*^Ter^ fetuses compared with WT fetuses (Fig. 4, D and E). Because spreading of the ICR hypermethylation is required for silencing the *H19* promoter during embryo development (*11*, *20*), we expected an up-regulation of *H19* RNA in the mutant fetuses that inherit hypomethylated ICR from their father (Fig. 1A). *H19* levels were variably increased in the liver and yolk sac and placenta of 18.5 dpc *H19*^+^/*H19*^Ter+neo^ and *H19*^+^/*H19*^Ter^ fetuses, and these differences were statistically significant in the liver of *H19*^+^/*H19*^Ter+neo^ fetuses (Fig. 4, F and G). Derepression of *H19* in the paternal allele should result in a shift from maternal allele–specific to biallelic expression of *H19.* To quantify parental alleles, we performed Sequenom allelotyping experiments as earlier (*17*, *18*). The ratio of maternal/(maternal + paternal) allele of *H19* was reduced in the liver, yolk sac, and placenta and slightly in the kidney of 18.5 dpc *H19*^+^/*H19*^Ter+neo^ fetuses compared to control *H19*^+^/*H19*^+^ fetuses (Fig. 4H). Relaxation of H19 imprinting was also detected in the liver of *H19*^+^/*H19*^Ter^ fetuses compared with control *H19*^+^/*H19*^+^ fetuses (Fig. 4I). Parental allele–specific expression of imprinted genes was not affected beyond the *H19/Igf2* domain along distal chr7 (figs. S5 and S6). These results demonstrate that compromised methylation imprint establishment in prospermatogonia has severe consequences to the expression of both *H19* and *Igf2* imprinted genes upon paternal inheritance.

## DISCUSSION

This work supports a role of transcription through the ICR in the establishment of de novo DNA methylation at the *H19-Igf2* gDMR in prospermatogonia: (i) The RNA-terminator cassette prevents the broad low-level transcript from entering the ICR; (ii) DNA methylation establishment is reduced at the ICR in fetal male germ cells; (iii) DNA hypomethylation is inherited to the offspring in the paternal allele; (iv) ICR hypomethylation in the soma results in biallelic insulation and causes reduced *Igf2* and biallelic *H19* transcription; and (v) reduced *Igf2* levels result in fetal growth retardation.

The stochastic epigenetic effects in this mouse model resemble SRS cases with epigenetic molecular features. We found that DNA methylation of the ICR was partially reduced in both mutant lines. Although the terminator cassette stopped the broad low-level transcript before entering the ICR or the Pgkneo cassette (fig. S3), it did not prevent the restarting of the transcript in the ICR (albeit at a much lower level), which, if it occurs in one germ cell but not in another, can underlie the stochastic nature of the effect on DNA methylation establishment. A partial ICR hypomethylation in the soma allows partial gain of insulation and partial loss of *Igf2* transcription with partially reduced fetus and placenta weight. DNA methylation was established at a variable degree in the prospermatogonia of different mutant fetuses and resulted in variable size offspring out of mutant germ cells. Smaller fetuses had more profound hypomethylation at the ICR in their perinatal prospermatogonia. This model provides a useful experimental system for studying the heritability of epigenetic states between generations.

It is interesting to compare the mechanisms of imprinted gDMR establishment between the female and male germ lines. The de novo methyltransferase DNMT3A, its cofactor DNMT3L (*21*–*26*), and the H3K4 demethylase KDM1B (*27*, *28*) are required for establishing maternal gDMRs in growing oocytes. In addition, transcription initiated from oocyte-specific alternative promoters is required along the MAT methylated gDMRs for inducing DNA methylation in growing oocytes (*25*, *29*–*34*), in an analogous mechanism to gene body methylation (*35*), where the SETD2-dependent H3K36me3 is required (*36*) to attract the PWWP domain of DNMT3B (*37*, *38*). In fetal male germ cells, transcription that runs across paternal gDMRs is different from that found in growing oocytes. It is very broad, spans hundreds of kilobases, and occurs at such a low level in prospermatogonia that can only be detected by very deep sequencing of total RNA. It is a genome-wide feature of prospermatogonia (*4*). In those cells, the role of SETD2 is dispensable, but H3K36me2 methyltransferase NSD1 is required for establishing DNA methylation at three paternal DMRs, the *H19*-*Igf2*, *Dlk1*-*Gtl2*, and part of the *Rasgrf1* DMR (*39*). NSD1-mediated H3K36me2 has been shown in mouse mesenchymal stem cells and ES cells to target the PWWP domain of DNMT3A and DNA methylation to intergenic regions in the genome (*40*, *41*). When we carried out chromatin immunoprecipitation sequencing (ChIP-seq) experiments in the 15.5 dpc *H19^Ter^*/*H19*^Ter^ mutant prospermatogonia (fig. S7), we detected no difference in H3K36me2 (or H3K36me3 and H3K27me3) levels along the *H19/Igf2* gDMR or surrounding sequences. This finding suggests that H3K36me2 affects de novo DNA methylation at those sequences independent of broad low-level transcription. Future experiments will test whether the prospermatogonia-specific transcripts recruit DNMT3A and perhaps NSD1 to other paternal gDMRs. Our RNA-seq experiment detected specific transcription through each PAT methylated imprinted gDMR (*4*). Therefore, similar to the *H19/Igf2* gDMR, paternal imprint establishment of the *Dlk1*-*Gtl2* and perhaps also at one-half of the *Rasgrf1* DMR that depends on NSD1 (*39*) may require transcription-through. The other part of the *Rasgrf1* gDMR has a special Piwi-interacting RNA–mediated mechanism for methylation establishment (*42*) and is methylated by DNMT3C (*43*). Similarly, we predict that PAT imprinted gDMRs will attain imprinting in the male germ line only when introduced into genomic regions that exhibit broad low-level transcription in prospermatogonia. When the *H19/Igf2* ICR was inserted upstream of the *Afp* promoter (*44*) that has no transcription through (fig. S8), it failed DNA methylation establishment in the germline, although it still became methylated in the embryo. If the transgenic constructs also carry the elements necessary for methylation maintenance, such as the ZFP57 recognition sites (*45*–*47*), then those transgenes will behave imprinted in the offspring. When the human *H19/IGF2* ICR1 was knocked into the mouse locus, it showed incomplete (~50%) methylation in the sperm and a further reduced DNA methylation by the two-cell stage and became unmethylated in the paternal allele of the offspring (*48*). Therefore, the human ICR1 sequences are not capable of imprint maintenance in the mouse. It will be interesting to examine whether transcription runs through the human ICR1 and whether incomplete DNA methylation establishment occurs at those sequences in mouse prospermatogonia.

The limitation of this work is that we cannot fully address the heritability of the stochastic methylation aberrations. We cannot trace germ cell methylation pattern directly into the soma in a specific chromosome because if we examine one physical chromosome copy in the germ line, then it will not give rise to offspring. Another limitation is that, although using the rabbit β-globin RNA truncation cassette (*7*) has been a well-accepted genetic test for the function of transcription in DNA methylation establishment at MAT imprinted gDMRs (*29*, *31*, *32*, *34*), we cannot completely exclude the possibility that altered methylation at the *H19/Igf2* paternal gDMR is a consequence of the insertional mutation by an unknown mechanism and not a consequence of the reduced read through transcription by specifically terminating the transcript.

In summary, we have uncovered the mechanism that instructs methylation imprint establishment at the specific sequences of the *H19/Igf2* ICR at the endogenous location in fetal male germ cells, and by manipulating this mechanism, we generated an epigenetic SRS model resembling the majority of human SRS cases (*2*), in that it has partial stochastic ICR hypomethylation. By providing fundamental knowledge on imprint establishment at the gDMR and developing a mouse epigenetic model, this work supports future studies aimed at ameliorating microsomia in the epigenetic subset of SRS. This SRS model has no genetic mutation inside the ICR and displays milder phenotypes than our previous genetic SRS models, where the ICR was replaced by the chicken β-globin insulator (*17*, *18*). Errors in establishment rather than methylation maintenance may be more relevant in the etiology of ICR1 hypomethylation in patients with SRS, as no evidence was found for ZFP57 mutations in SRS epimutations (*49*). The methylation deficit at the ICR is consistent with a partial reduction of the *Igf2* transcript and insulin-like growth factor 2 (IGF2) protein levels in SRS fetuses, as well as the fetal growth retardation and microsomia symptoms. This SRS model will allow epigenetic, genetic, or pharmacological corrections of growth retardation in SRS of epigenetic origin. In these cases, therapeutically correcting IGF2 signaling at the fetal stage could be beneficial (*50*).

## MATERIALS AND METHODS

All animal experiments were performed according to the National Institutes of Health Guide for the Care and Use of Laboratory animals, with Institutional Care and Use Committee–approved protocols at Van Andel Institute (VAI). Female and male uterus-mate fetuses from multiple litters were used as biological replicates in the experiments that compare RNA levels, allelic expression, DNA methylation, and weight between the genotypes. Fetus, newborn, and weanling numbers are provided in the figures.

### Mouse lines

The *H19*^Ter+neo^ and *H19*^Ter^ mouse models were generated using gene targeting in 129SI ES cells as we did earlier (*11*, *18*). After blastocyst injection of two positive ES cell clones, we obtained 13 chimeras (four females and nine males) from one ES cell line. To obtain the *H19*^Ter+neo^ founders and rescue the anticipated PAT inherited growth phenotype similar to the genetic rescue of another SRS model (*50*), three male chimeras were crossed to females in the 129S1 background that carried point mutations in the four CTCF binding sites in the *H19/Igf2* ICR (*11*). The mutation was subsequently maintained through the female germ line to avoid the disadvantage of small paternal mutants in the breeding litters; the breeding pairs were set up by crossing mutant females with WT 129S1 males. This breeding practice provided the experimental heterozygous fathers. To obtain the *H19*^Ter^ line, the Pgkneo selection cassette was removed by crossing the *H19*^Ter+neo^ mutant mice with the Hprt-Cre expressing 129S1/Sv-Hprt^tm1(CAGcre)Mann/J^ transgenic mouse line (*51*). The *H19*^Ter^ line mutation was also maintained through the female germ line. The JF1/MsJ inbred strain from The Jackson Laboratory (JAX 003720) was used for distinguishing parental alleles due to the presence of single-nucleotide polymorphisms (SNPs) in its genome compared with our mouse model. For germ cell collection, the *H19*^Ter+neo^ and *H19*^Ter^ lines were crossed with the TgOG2 transgenic mouse B6;CBA-Tg^(Pou5f1-EGFP)2Mnn^ that allows purification of prospermatogonia by FACS (*10*).

### Southern blot hybridization

Ten micrograms of genomic DNA from the polymerase chain reaction (PCR)–positive ES clones were digested with restriction enzyme, then separated by 0.8% agarose gel electrophoresis, and transferred to Amersham Hybond nylon membrane (RPN1210B, GE Healthcare), and then Southern blot hybridization experiments were performed using dioxigenin-labeled probes. Visualization was done by exposing to x-ray film for 30 min. PCR primers for generating these probes were as follows: probe 1 (outside short arm): 5′ GCA ATC CGT TTT AGG ACT GCG ATG TAC GAG AC 3′ and 5′ GCT ACA TTC ACA CGA GCA TCC AGG AGG C 3′ to detect an 8.7-kb WT and 11.5-kb mutant Bam HI band; probe 2 (neo cassette): 5′ CGG CAG GAG CAA GGT GAG ATG AC 3′ and 5′ CGC TTG GGT GGA GAG GCT ATT CG 3′; probe 3 (inside long arm): 5′ CAG AGA GCA GCA GAG AAG TGT TAG CTC TTT GGG 3′ and 5′ GTA AGT GTC TGT CCC GCT CGT GGT CA 3′ to detect a 4-kb WT and 7-kb mutant Hind III band.

### PCR genotyping of the mutant ES cells and mice

Oligonucleotide primers ON39 (5′ TCA GTG AGA TGA GTT GGG AGC ACT ACC A 3′), ON40 (5′ AGA ACA ATC AAG GGT CCC CAA ACT CAC C 3′), and ON41 (5′ GAG CGT GCA GGG CAC TTA CAC C 3′) confirmed the correct recombination along the long arm by amplifying a 14-kb fragment in the WT versus a 12-kb fragment in the mutant in 500 ng of ES cell DNA using the LA Taq DNA Polymerase (RR002M, Takara) in 1× LA PCR buffer with MgCl_2_ and using PCR cycles at 94°C for 1 min, (94°C, 30 s, 70°C, 15 m) for 35 cycles and 72°C for 10 min. Mutant bands were resolved in a 0.8% agarose gel. Mouse tail tip samples were collected at weaning time, boiled in 100 μl of tail digestion buffer (*52*) (25 mM NaOH and 2 mM EDTA) at 95°C for 30 min, and dissociated by vortexing. Tail neutralization buffer [100 μl; 40 mM tris-HCl (pH 4.3)] was added to stop the digestion. PCR were performed with 1 μl of digested tail complex in 10 μl of total volume including 2× GoTaq Green Master Mix (M7122, Promega) using the PCR cycles: 95°C for 2 min, (95°C, 30 s, 65°C, 45 s, 72°C, 45 s) for 40 cycles and 72°C for 5 min. Mutant bands were resolved in a 2% agarose gel. Oligonucleotide primers ON34 with ON37 detected the *H19*^Ter+neo^ allele [199 base pairs (bp)]; Neo47 with Neo48 also detected the *H19*^Ter+neo^ allele (293 bp); and ON36 with ON37 detected the *H19*^Ter^ allele (371 bp). The primer sequences were the following: ON34, 5′ GGG GCT GCT AAA GCG CAT GC 3′; ON36, 5′ AAC AGC CCC CTG CTG TCC A 3′; and ON37, 5′ AAG CTT TGA GTA CCC CAG GTT CAA CAA AGG 3′.

### Purification of fetal male germ cells

To obtain homozygous mutant male fetal germ cells, *H19*^Ter+neo^*/H19*^Ter+neo^ or *H19*^Ter^/*H19*^Ter^ females that carry the *Pou5f1* promoter-driven EGFP transgene from the TgOG2 (*10*) mouse line were crossed with males of the same genotype. To obtain heterozygous male fetal germ cells, TgOG2 (*10*) females were crossed with *H19*^Ter+neo^ or *H19*^Ter^ males. The fetal testicles were dissected, and a single-cell suspension was prepared by trypsin digestion and trituration as described earlier (*10*). Up to eight testes were digested in 150 μl of 0.25% trypsin (including 0.5% bovine serum albumin) at 36°C for 15 min, tapping gently every 5 min. The trypsin reaction was stopped by adding 450 μl of 20% fetal bovine serum in M2 medium (catalog no. M7167, Sigma-Aldrich). The EGFP^+^ germ cells were purified by flow cytometry using a Beckman Coulter MoFlo Astrios sorter.

### Construction and sequencing of directional total RNA-seq libraries

Total RNA was isolated using RNA-Bee reagent (Tel-Test) from FACS sorted 15.5 dpc male germ cells, followed by deoxyribonuclease I treatment. 

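Genes of fetal male germ cells were far above those of other testis cells in all 7 libraries. The median log2 CPM was 5.46 over the 23 listed male fetal germ cell markers and 8.39 over the 21 genes of the piRNA pathway, which silences transposons in prospermatogonia. It was 0.94 over 17 Sertoli cell markers, 1.54 over 10 Leydig cell markers, 0.71 over 16 interstitial and peritubular markers and 1.35 over 11 endothelial markers with a value. The 4 macrophage and leukocyte markers with a value had a median of 0.01, and the 3 erythroid markers 0.05. *Dazl*, an RNA-binding protein of germ cells, was at a log2 CPM of 10.08 ± 0.14 (SD, n = 2) in WT, 9.62 ± 0.06 (SD, n = 2) in *H19* Ter/*H19* Ter and 9.95 ± 0.12 (SD, n = 3) in *H19* Ter+neo/*H19* Ter+neo. *Ddx4*, a germ cell RNA helicase, was at 9.53 ± 0.09, 9.25 ± 0.02 and 9.37 ± 0.01. *Amh*, the Sertoli cell hormone that makes the Müllerian ducts regress, was at 1.90 ± 0.25, 1.48 ± 0.46 and 0.99 ± 0.42, and *Cyp17a1*, a steroidogenic enzyme of Leydig cells, at 1.98 ± 0.39, 2.10 ± 1.38 and 1.12 ± 2.04. These 4 genes were chosen from the lists after their values were seen.
None of the 6 lists of other cell types passed the set test (limma's camera) in either mutant against WT with all 7 libraries fitted together at an adjusted p under 0.05, and at an unadjusted p under 0.05 the interstitial and peritubular list alone was higher, in *H19* Ter/*H19* Ter. Of the Sertoli cell markers, 3 rose, 2 fell and 12 did not pass in *H19* Ter/*H19* Ter (adjusted p of the list = 0.378, 3 and 2 adjusted over the list alone), and 4 rose, 3 fell and 10 did not pass in *H19* Ter+neo/*H19* Ter+neo (adjusted p = 0.768, 4 and 3 over the list alone). *Sox9*, the factor that directs Sertoli cell fate, rose in *H19* Ter/*H19* Ter (log2 fold change 1.40, standard error 0.17, limma adjusted p = 0.00078), while *Amh* fell in *H19* Ter+neo/*H19* Ter+neo (-0.92, standard error 0.27, limma adjusted p = 0.0159). Of the interstitial and peritubular markers, 2 rose in *H19* Ter/*H19* Ter (adjusted p of the list = 0.101, 2 adjusted over the list alone), and 3 rose and 1 fell in *H19* Ter+neo/*H19* Ter+neo (adjusted p = 0.688, 2 and 0 over the list alone). *Pdgfrb*, a growth factor receptor of stromal cells, rose by the largest amount among them in *H19* Ter/*H19* Ter (2.00, standard error 0.18, limma adjusted p = 0.000136). Of the Leydig cell markers, 1 rose in *H19* Ter/*H19* Ter (adjusted p of the list = 0.289, 1 adjusted over the list alone), and 2 rose and 1 fell in *H19* Ter+neo/*H19* Ter+neo (adjusted p = 0.994, 2 and 0 over the list alone). Of the endothelial markers, 2 rose and 2 fell in *H19* Ter/*H19* Ter (adjusted p = 0.273, 6 and 2 over the list alone), and 6 rose and 3 fell in *H19* Ter+neo/*H19* Ter+neo (adjusted p = 0.682, 6 and 3 over the list alone). *Pecam1* of this list and *Dmrt1* of the Sertoli cell list, at 5.27 and 6.60 in WT, are also made by germ cells. Of the macrophage and leukocyte markers, 1 rose in *H19* Ter/*H19* Ter (adjusted p = 0.13, 1 and 0 over the list alone) and 3 rose in *H19* Ter+neo/*H19* Ter+neo (adjusted p = 0.342, 3 and 0 over the list alone), and of the erythroid markers, 0 changed in *H19* Ter/*H19* Ter (adjusted p = 0.433, 0 and 0 over the list alone) and 2 rose in *H19* Ter+neo/*H19* Ter+neo (adjusted p = 0.4, 2 and 0 over the list alone). The median of the Leydig cell markers was higher in *H19* Ter/*H19* Ter replicate 3 (2.64) and *H19* Ter+neo/*H19* Ter+neo replicate 5 (2.53) than in the other 5 libraries (-0.07 to 1.56). That of the interstitial and peritubular markers was also higher in these 2 libraries (2.03 and 1.57) than in the other 5 (0.07 to 0.82), so the higher values of this list in *H19* Ter/*H19* Ter rest on replicate 3, with replicate 4 at 0.40. The list passed without WT replicate 2 (limma's camera, adjusted p = 0.0344), without *H19* Ter/*H19* Ter replicate 4 (adjusted p = 0.000135) and with WT and *H19* Ter/*H19* Ter fitted alone (adjusted p = 0.0422), and did not pass without *H19* Ter/*H19* Ter replicate 3 (median log2 fold change -0.24, adjusted p = 0.96). *Pdgfrb* itself was at 3.80 and 3.59 in *H19* Ter/*H19* Ter replicates 3 and 4 and at 1.79 and 1.59 in WT.

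**Figure D2:**
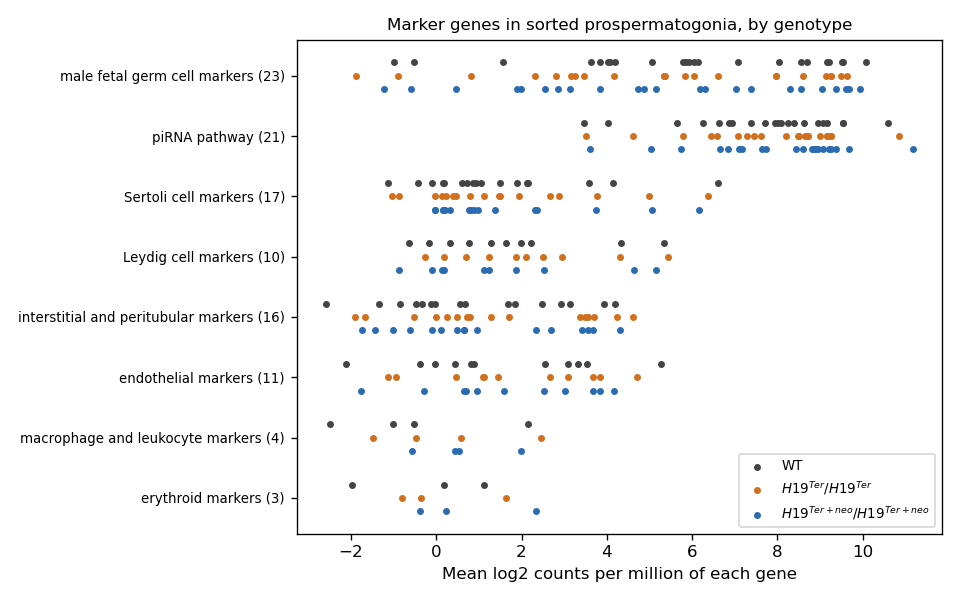
The mean log2 CPM of each marker gene (points) in WT (n = 2), *H19* Ter/*H19* Ter (n = 2) and *H19* Ter+neo/*H19* Ter+neo (n = 3) libraries, by list, with the number of genes with a value in parentheses. The germ cell and piRNA lists have medians of 5.46 and 8.39 over all libraries, and the other lists lie at 1.54 or lower.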

Libraries were prepared by the VAI Genomics Core from 500 ng of total RNA using the KAPA RNA HyperPrep Kit (Kapa Biosystems, Wilmington, MA, USA). Ribosomal RNA material was reduced using the QIAseq FastSelect –rRNA HMR Kit (QIAGEN, Germantown, MD, USA). RNA was sheared to 300 to 400 bp. Before PCR amplification, cDNA fragments were ligated to IDT for Illumina TruSeq UD indexed adapters (Illumina Inc., San Diego, CA) and amplified with 8 cycles of PCR. Quality and quantity of the finished libraries were assessed using a combination of Agilent DNA High Sensitivity chip (Agilent Technologies Inc.) and QuantiFluor dsDNA System (Promega Corp., Madison, WI, USA). Individually indexed libraries were pooled, and 50-bp, paired-end sequencing was performed on an Illumina NovaSeq 6000 sequencer to an average depth of 100 million raw paired reads per transcriptome. Base calling was done by Illumina RTA3, and output of noncrystallographic symmetry was demultiplexed and converted to FastQ format with Illumina Bcl2fastq v1.9.0.

### RNA-seq analysis

Adaptor sequences and low-quality reads were trimmed using TrimGalore (*53*) v0.6.0. (https://github.com/FelixKrueger/TrimGalore). Trimmed reads were aligned to the mm10 reference genome using STAR (*54*) v2.7.8 with parameter “--quantMode GeneCounts”. Module bamCoverage in deepTools (*55*) was used to generate bigwig coverage tracks from bam files that were generated from STAR aligner. In addition, RNA-seq reads were aligned to chromosome 7 that included the 2906-bp-long inserted cassette sequences at 142,580,156 using STAR; bigwig files were generated using bamCoverage from deepTools.

### Ultralow-input native ChIP-seq of prospermatogonia

Male germ cells were resuspended in nuclear isolation buffer (Sigma-Aldrich), flash-frozen in liquid nitrogen and stored at −80°C until use. Chromatin was prepared from 100,000 cells and divided into four fractions for H3K36me2, H3K36me3, and H3K27me3 for ultralow-input native ChIP-seq (*56*). Briefly, the chromatin was fragmented by micrococcal nuclease digestion (NEB) for 7.5 min at 37°C, diluted in native ChIP buffer [20 mM tris-HCl (pH 8.0), 2 mM EDTA, 150 mM NaCl, and 0.1% Triton X-100] containing 1 mM phenylmethylsulfonyl fluoride (Sigma-Aldrich) and EDTA-free protease inhibitor cocktail (Roche). Each chromatin fraction was incubated overnight at 4°C with 5 μl of protein A:protein G Dynabeads (Thermo Fisher Scientific; 1:1) and 0.5 μl of the following antibody: H3K36me2 (C15310127, Diagenode; or 61019, ActiveMotif), H3K36me3 (ab9050, Abcam), or H3K27me3 (C15410069, Diagenode). Antibody-bond chromatin was washed twice in low-salt buffer [20 mM tris-HCl (pH 8.0), 2 mM EDTA, 150 mM NaCl, 1% Triton X-100, and 0.1% SDS] followed by two washes with high-salt buffer [20 mM tris-HCl (pH 8.0), 2 mM EDTA, 500 mM NaCl, 1% Triton X-100, and 0.1% SDS] and eluted in 0.1 nM NaCO_3_ and 1% SDS at 65°C for 1 hours. DNA was purified using SPRI beads (Omega) and used for paired-end library construction (NEBNext). Libraries were sequenced (150-bp paired-end) on the NovaSeq 6000 platform. Reads were clipped to 100 bp using Fastp (https://doi.org/10.1002/imt2.107) and then aligned using GenPipes’ chip.py pipeline (*57*). Visualization tracks were prepared using DeepTools bamCoverage (*58*).

### Quantitative reverse transcription PCR

Total RNA was isolated using RNA-Bee reagent (Tel-Test). Contaminating DNA was removed with the DNA-free DNA Removal Kit (Ambion). cDNA was prepared from 400 ng of total RNA using the SuperScript III Random Primer Synthesis kit (Invitrogen) for the quantitative PCR assays as we did earlier (*17*). The primer sequences are listed in table S1.

### Sequenom allelotyping

To measure the portion of each parental allele in the total transcript levels, multiplex Sequenom (now Agena Bioscience) allelotyping assays (*59*) were used. These assays are based on SNPs that distinguish between the inbred JF1/MsJ (JF1) and 129S1 (129) mouse strains. Each “unextended” primer (UEP) abuts a SNP in a target transcript, and the incorporating nucleotide differs in molecular mass between the parental alleles. The abundance of the extended UEP is quantified by mass spectrometry. Amplified cDNA samples were spotted onto a 384 SpectroCHIP Array (Agena Bioscience). Automated spectra acquisition was performed in a MassArrayCompact mass spectrometer (Sequenom) using the Spectroacquire program (Sequenom) and was analyzed by MassArray Typer v3.4. RNA-mixing standards were routinely run to verify linear response in measured versus input allele-specific transcription: For example, total RNA from JF1 and 129 embryos was mixed indifferent percent ratios (0:100, 10:90, 30:70, 50:50,70:30, 90:10, and 100:0) before cDNA preparation and Sequenom allelotyping. A 50:50 RNA mix was used for RNA skew correction. The percentage of transcription of each allele in the total expression was calculated at each given SNP. DNA samples were used from each embryo to verify the heterozygous genotype at each SNP. The UEP and PCR primer sequences are listed in table S2.

### Bisulfite sequencing of germ cells

A total of 2000 FACS-sorted male fetal germ cells were lysed with proteinase K solution and converted with EZ DNA methylation kit (D5001, ZYMO) according to the manufacturer’s instructions. PCR was performed using the genotype-specific forward primers and the shared reverse primer (table S3) and Zymo Taq hot start polymerase (catalog no. E2002, ZYMO) to amplify the converted DNA. The purified PCR fragment was ligated into pGEM-T vector (catalog no. A3600, Promega). Sanger sequencing of 15 independent colonies per region was performed by GENEWIZ. The QUMA online software was used for methylation analysis. Colonies that had identical pattern of the occasional incomplete conversion were excluded from the displays.

### Multiplex bisulfite sequencing

Fetal kidney DNA was purified by Proteinase K digestion, phenol-chloroform extraction, and ethanol precipitation. The EZ DNA methylation kit (D5001, ZYMO) was used for the bisulfite conversion according to the instructions of the kit. Multiplex PCR was performed with indexed primers (table S4) and Zymo Taq hot start polymerase (E2002, ZYMO) to amplify the converted DNA. The amplified DNA fragments were resolved using a 1% agarose gel, and the DNA was isolated from the gel slices using Monarch DNA Gel Extraction Kit (catalog no. T1020S). Fifty nanograms of each fragment was amplified with different index primers as listed below for Amplicon-EZ sequencing by GENEWIZ.

### Bioinformatics analysis of multiplex bisulfite amplicon sequencing

Reads were trimmed using TrimGalore v0.6.0 (https://github.com/FelixKrueger/TrimGalore) (*53*) with default settings to remove low-quality bases and Illumina adapters. Demultiplexing was done using CutAdapt v3.2 (*53*). The primer sequences, including the barcode sequences, were provided as anchored 5′ adapters using the “-g” and “-G” parameters, requiring no mismatches and no indels (“-e 0 --no-indels”). To account for read pairs where the barcode adapters were on the opposite read, the unmatched reads from the first CutAdapt run were processed with CutAdapt again using the same settings, except R1 and R2 were specified in reverse (R1 as R2 and vice versa). Last, the R1 and R2 reads from the two rounds of demultiplexing were concatenated together for each sample. Reads were aligned to the corresponding target sequence, padded with five N’s on each end to avoid issues during methylation context inference by the aligner, using Bismark (*60*) v0.23.0 with the parameters, “--non_directional” and “--local.” Per-CpG methylation percentages were obtained using the “bismark_methylation_extractor” script in Bismark with the parameters, “--bedGraph” and “--paired-end.”

# Supplementary material for: Establishment of paternal methylation imprint at the H19/Igf2 imprinting control region
**Source:** Sci Adv. 2023 Sep 6;9(36):eadi2050. doi: 10.1126/sciadv.adi2050
**Supplement:** Supplementary file 1 — Figs. S1 to S8 Tables S1 to S4

Supplementary Materials for  
**Establishment of paternal methylation imprint at the *H19/Igf2* imprinting control region**

Ji Liao *et al.*

*Sci. Adv.* **9**, eadi2050 (2023)  
DOI: 10.1126/sciadv.adi2050

**This PDF file includes:**

Figs. S1 to S8  
Tables S1 to S4

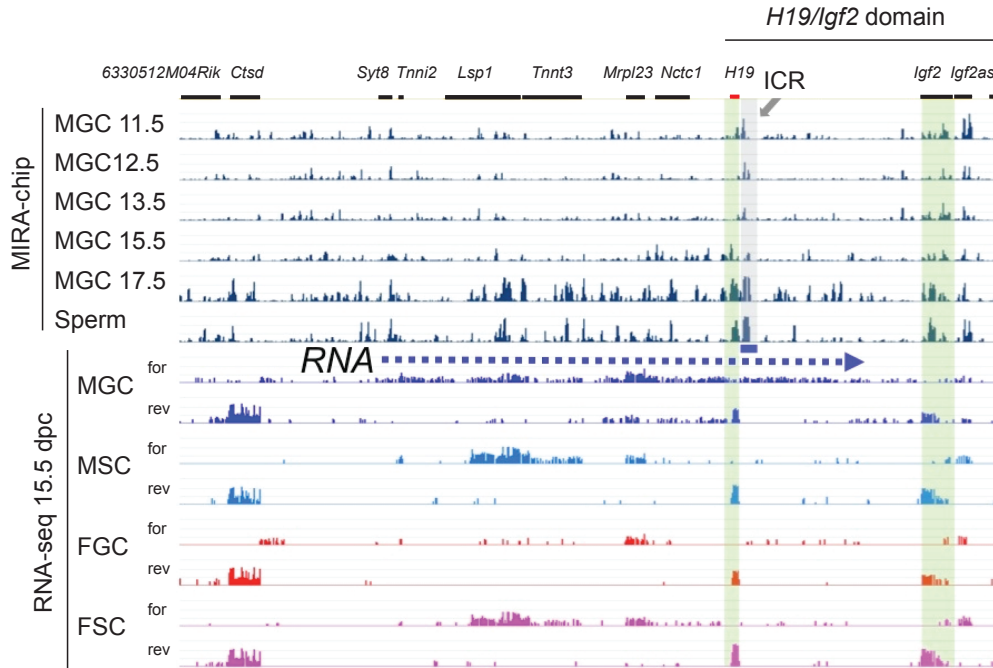

**Figure S1. Broad low-level RNA transverses the *H19/Igf2* ICR in mouse prospermatogonia at the time of de novo DNA methylation.**

MIRA-chip DNA methylation mapping results and RNA-seq results as done earlier (4) are displayed in the Signalmap browser (Nimblegen). The DNA methylation signals of MIRA versus input DNA were plotted as  $-\log_{10}$  p value scores ranging from 0 to 8.4. The total RNA reads were evenly scaled to 50 M and are depicted in  $\log_2$  scale ranging from 0 to 15. The transcripts are marked at the top, and the *H19/Igf2* domain is indicated with its imprinting control region (ICR). MIRA-chip was done on FACS-sorted fetal male germ cells (MGC), prospermatogonia, at the days of gestation as written in days post coitum (dpc), and in adult spermatozoa. Total stranded (forward and reverse, as marked) RNA-seq was done using FACS-sorted EGFP<sup>+</sup> male germ cells (MGC), EGFP<sup>-</sup> male somatic cells (MSC), EGFP<sup>+</sup> female germ cells (FGC), and EGFP<sup>-</sup> female somatic cells at 15.5 dpc. The broad low-level RNA that transverses the ICR at 15.5 dpc specifically in MGC is shown by a dotted blue line.

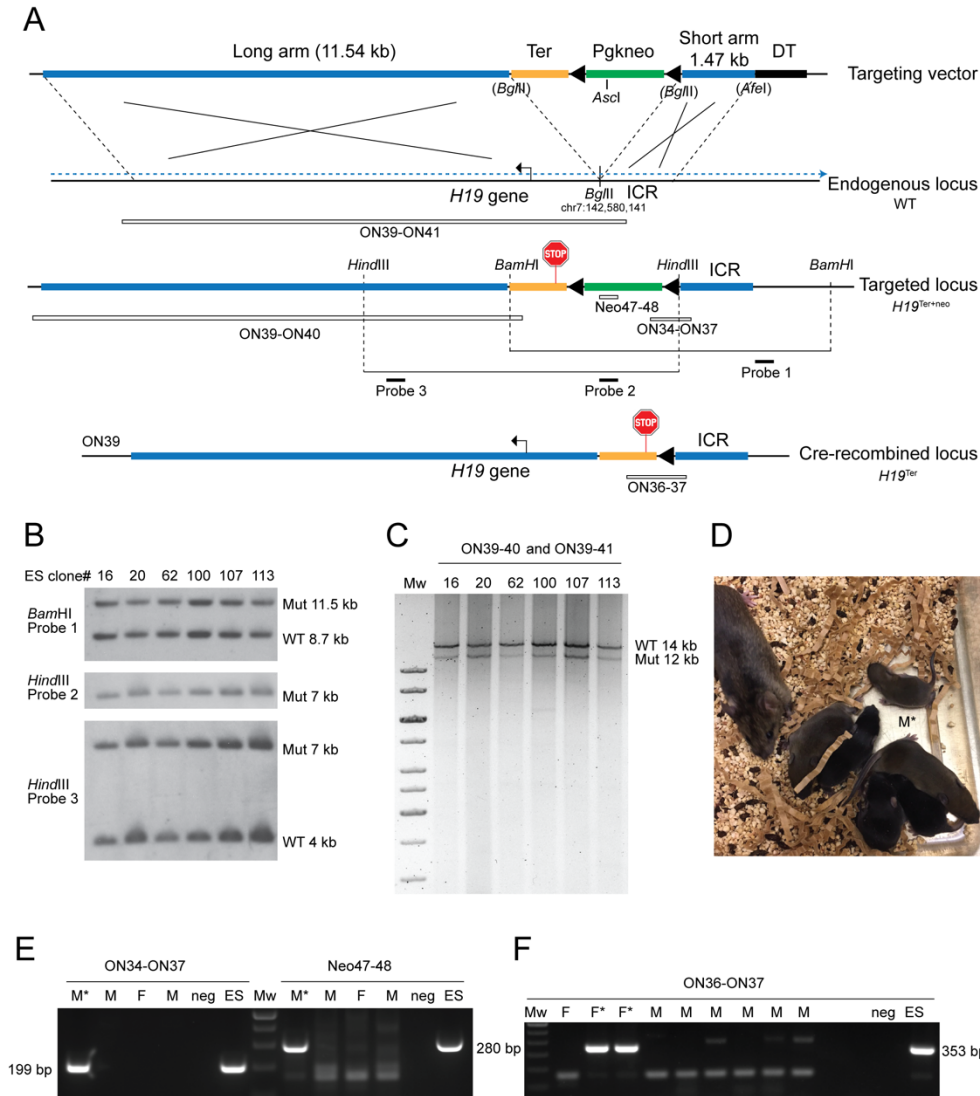

**Figure S2. Generating terminator knock-in mouse models at the *H19/Igf2* ICR.**

Gene targeting was done in ES cells to insert an RNA terminator cassette (Ter) next to the *H19/Igf2* ICR for truncating the fetal male germ cell specific broad low-level transcript (blue dashed arrow) before entering the ICR sequences. (A) Schematic maps depict the targeting vector, the endogenous locus, the targeted *H19*<sup>Ter+neo</sup> allele, and the Cre-recombined *H19*<sup>Ter</sup> allele. The long and short arms of homology, Pgkneo positive selection cassette, diptheria toxin (DT) negative selection cassette, and two LoxP sites (black triangles), are marked. Southern probes and restriction fragments are indicated in the map of the targeted locus. Regions used for PCR genotyping are shown by open rectangles. Map is not to scale. (B) Southern blot hybridization results are shown of 6 correctly targeted ES cell clones with wild type (WT) and *H19*<sup>Ter+neo</sup> alleles (Mut). (C) PCR was used to confirm recombination along the long arm in the targeted ES cell clones. Clone 107 resulted in chimeras. (D) Its small size distinguishes a male agouti *H19*<sup>Ter+neo</sup> pup (M\*) out of a male chimera, from its WT littermates. (E) Identification of a *H19*<sup>Ter+neo</sup> pup using PCR genotyping. The litter shown above was genotyped. Molecular weight marker (Mw), negative PCR control without DNA (neg), and positive PCR control (targeted ES cell DNA) are included. (F) Identification of *H19*<sup>Ter</sup> pups using PCR genotyping.

A

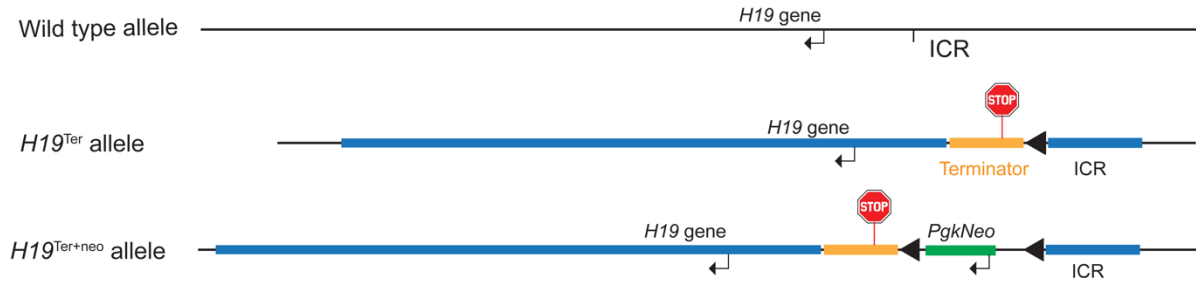

B

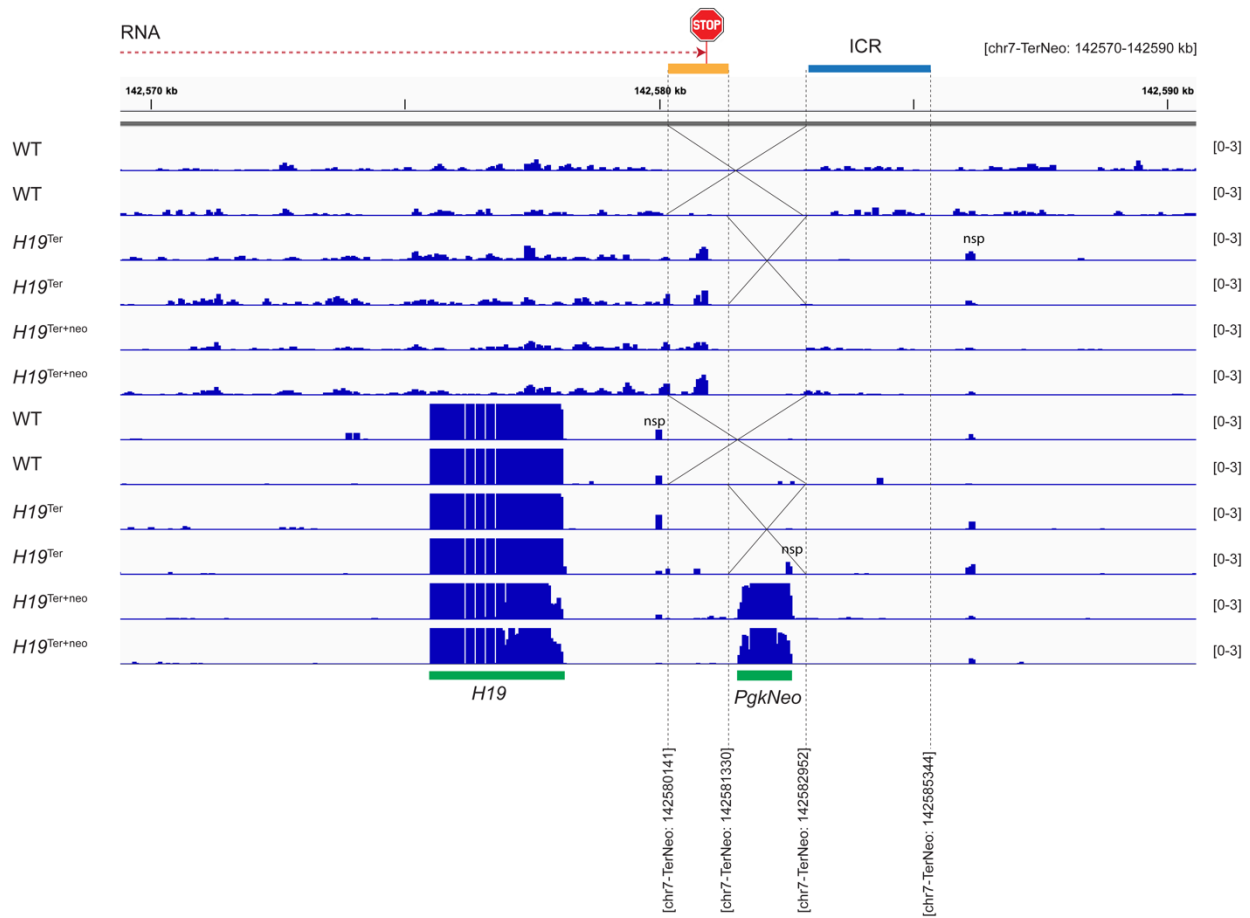

**Fig. S3. The broad low-level RNA stops in the terminator cassette. (A)** Schematic map of the wild type and mutant alleles. **(B)** IGV browser image of the deep total RNA-seq bigwig files in the forward (top six lanes) and reverse (bottom six lanes) direction after aligning to chromosome 7 including the Ter+neo insertion sequences (chr7-TerNeo). Coordinates of the Ter, and Pgkneo cassettes, and ICR are marked at the bottom. Regions that do not exist in the wild-type, or *H19*<sup>Ter</sup>/*H19*<sup>Ter</sup> homozygous fetuses are crossed out in the respective chromosomes. Non-specifically (nsp) aligning peaks are marked. RNA-seq of purified prospermatogonia is shown in biological replicates from wild-type, *H19*<sup>Ter</sup>/*H19*<sup>Ter</sup> and *H19*<sup>Ter+neo</sup>/*H19*<sup>Ter+neo</sup> fetuses.

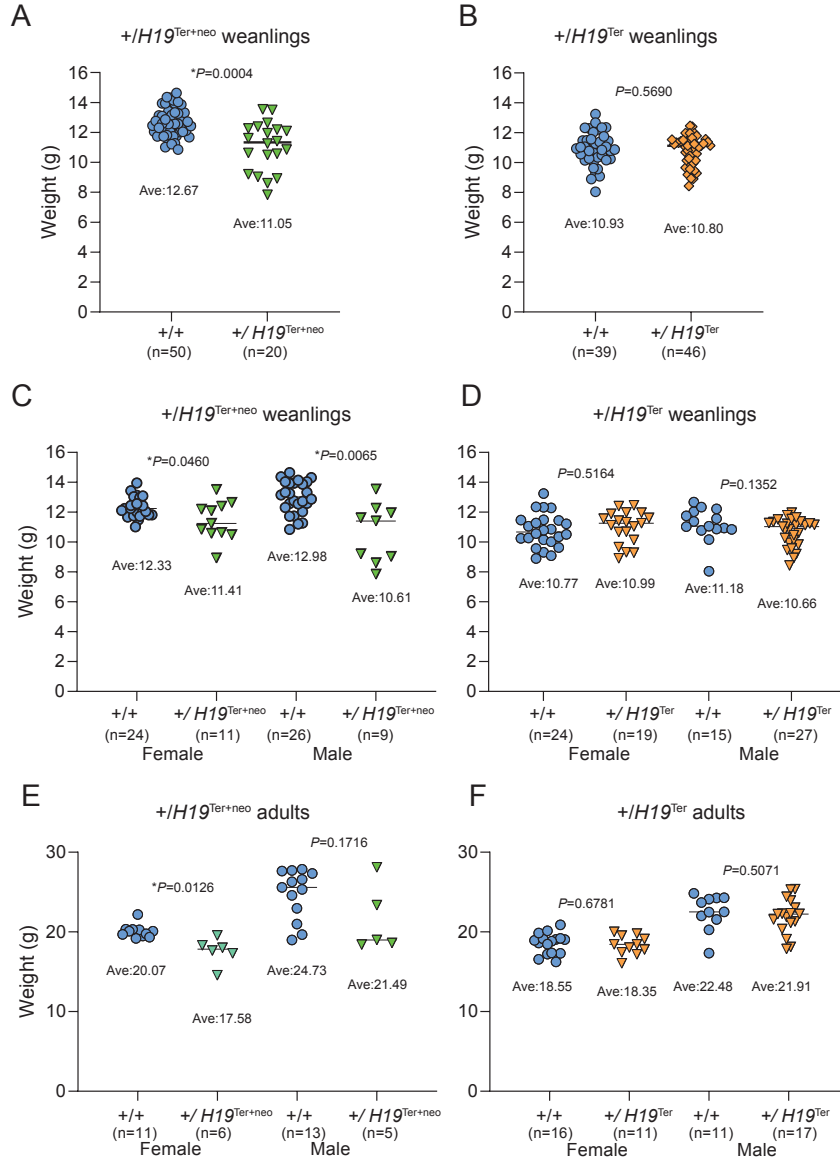

**Figure S4. Offspring derived from epimutant prospermatogonia exhibit reduced growth after birth.** (A) Weight distribution of the  $H19^{+/-} H19^{Ter+neo}$  ( $n=20$ ) and control  $H19^{+/-} H19^{+}$  ( $n=50$ ) pups obtained from total of 15 litters at the time of weaning at 21 days after birth. Mutant males were crossed with 129S1 wild type females to obtain these pups. The average values and the significance of difference between genotypes ( $P$ -value calculated by 2-tailed T-Tests) are marked. Note that the weight of the mutant pups is significantly reduced compared with WT siblings, and the number of mutant pups much is less than expected. (B) Weight distribution of the  $H19^{+/-} H19^{Ter}$  ( $n=46$ ) and control sibling  $H19^{+/-} H19^{+}$  ( $n=39$ ) pups obtained from total of 12 litters at the time of weaning. (C) Weight distribution of the female and male  $H19^{+/-} H19^{Ter+neo}$  and control  $H19^{+/-} H19^{+}$  pups obtained from total of 15 litters at 21 days after birth. (D) Weight distribution of the female and male  $H19^{+/-} H19^{Ter}$  and control sibling  $H19^{+/-} H19^{+}$  pups obtained from total of 12 litters at 21 days after birth. (E) Weight distribution of female and male  $H19^{+/-} H19^{Ter+neo}$  and control  $H19^{+/-} H19^{+}$  adults at 8 weeks after birth. (F) Weight distribution of female and male  $H19^{+/-} H19^{Ter}$  and control sibling  $H19^{+/-} H19^{+}$  pups at 8 weeks after birth.

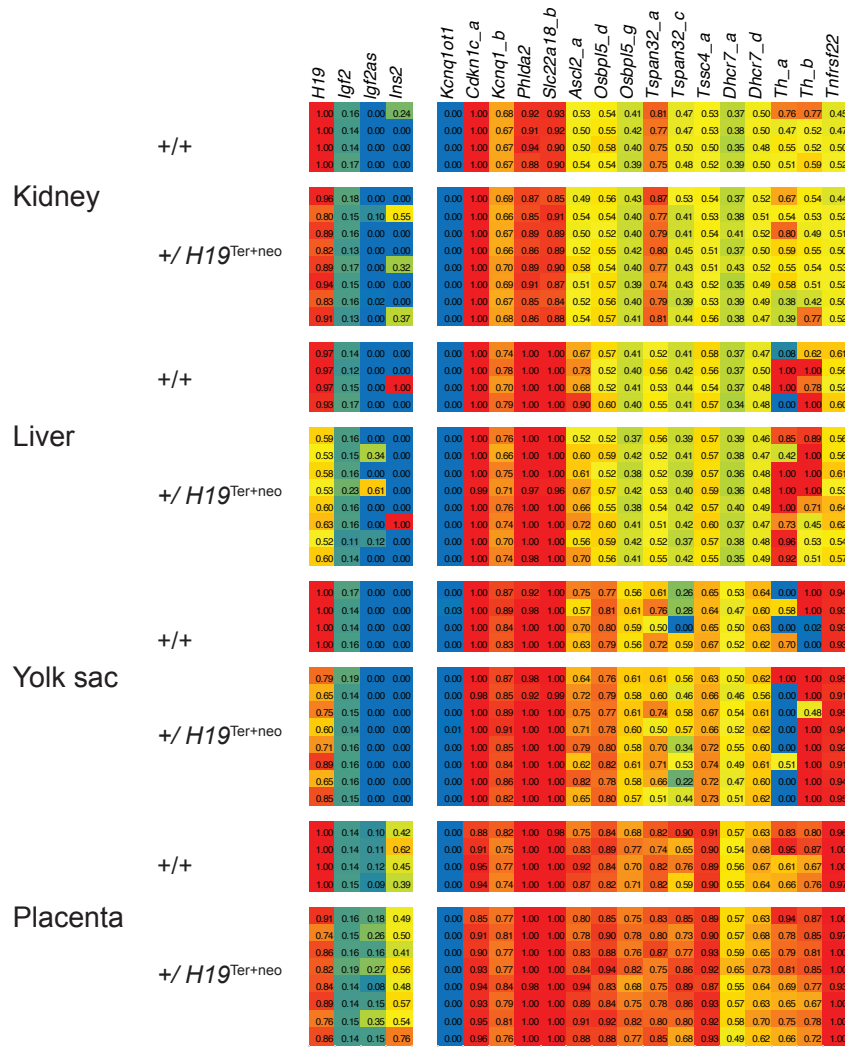

**Fig. S5. Misexpression of imprinted genes is confined to the *H19/Igf2* imprinted domain along chromosome 7 in the offspring derived from *H19<sup>Ter+neo</sup>* prospermatogonia.** Allele-specific transcription of *H19*, *Igf2*, *Igf2as* and *Ins2* transcripts, together with seven transcripts in the neighboring *Kcnq1/Cdkn1c* imprinted domain in chr 7 is displayed in four fetal organs at 18.5 dpc. Sequenom allelotyping assays of uterus-mate biological replicate samples are shown. These were obtained by crossing a *H19<sup>+</sup>/H19<sup>+</sup>* (JF1/MsJ) female with a *H19<sup>+</sup>/H19<sup>Ter+neo</sup>* (129S1) male. The numbers refer to the percent maternal allele expression in the total. The colors depict maternal allele-specific bias in red, paternal allele-specific bias in blue, and biallelic expression in yellow. Certain transcripts display parental-allele-specific transcription in specific organs. Note that the parental-allele-specific expression of only *H19* responded to the terminator mutation insertion in the kidney, liver, yolk sac and placenta organs.

|          |                              | <i>H19</i> | <i>Igf2</i> | <i>Igf2as</i> | <i>Ins2</i> | <i>Kcnq1ot1</i> | <i>Cdkn1c_a</i> | <i>Kcnq1_b</i> | <i>Phlda2</i> | <i>Slc22a18_b</i> | <i>Ascl2_a</i> | <i>Osbpl5_d</i> | <i>Osbpl5_g</i> | <i>Tspan32_a</i> | <i>Tspan32_c</i> | <i>Tssc4_a</i> | <i>Dhcr7_a</i> | <i>Dhcr7_d</i> | <i>Th_a</i> | <i>Th_b</i> | <i>Tnfrsf22</i> |
|----------|------------------------------|------------|-------------|---------------|-------------|-----------------|-----------------|----------------|---------------|-------------------|----------------|-----------------|-----------------|------------------|------------------|----------------|----------------|----------------|-------------|-------------|-----------------|
| Kidney   | +/+                          | 1.00       | 0.17        | 0.00          | 0.00        | 0.00            | 1.00            | 0.69           | 0.89          | 0.91              | 0.49           | 0.56            | 0.40            | 0.78             | 0.44             | 0.53           | 0.36           | 0.53           | 0.60        | 0.58        | 0.51            |
|          |                              | 1.00       | 0.14        | 0.00          | 0.00        | 0.00            | 1.00            | 0.67           | 0.89          | 0.91              | 0.50           | 0.56            | 0.39            | 0.80             | 0.46             | 0.50           | 0.37           | 0.50           | 0.59        | 0.52        | 0.51            |
|          | +/ <i>H19</i> <sup>Ter</sup> | 1.00       | 0.16        | 0.00          | 0.18        | 0.00            | 0.97            | 0.68           | 0.85          | 0.86              | 0.49           | 0.55            | 0.42            | 0.78             | 0.45             | 0.51           | 0.39           | 0.51           | 0.55        | 0.53        | 0.49            |
| Liver    | +/+                          | 0.94       | 0.15        | 0.00          | 0.00        | 0.00            | 0.99            | 0.78           | 1.00          | 1.00              | 0.78           | 0.57            | 0.43            | 0.59             | 0.43             | 0.52           | 0.32           | 0.45           | 0.00        | 0.50        | 0.63            |
|          |                              | 0.91       | 0.15        | 0.00          | 0.00        | 0.00            | 0.98            | 0.73           | 0.97          | 1.00              | 0.61           | 0.54            | 0.40            | 0.59             | 0.42             | 0.57           | 0.37           | 0.50           | 0.59        | 0.56        | 0.50            |
|          | +/ <i>H19</i> <sup>Ter</sup> | 0.66       | 0.15        | 0.00          | 0.00        | 0.00            | 0.67            | 0.67           | 1.00          | 1.00              | 0.67           | 0.58            | 0.43            | 0.58             | 0.45             | 0.51           | 0.37           | 0.48           | 1.00        | 0.98        | 0.57            |
| Yolk sac | +/+                          | 1.00       | 0.16        | 0.00          | 0.00        | 0.00            | 1.00            | 0.86           | 1.00          | 1.00              | 0.69           | 0.60            | 0.68            | 0.49             | 0.38             | 0.64           | 0.51           | 0.61           | 0.00        | 1.00        | 0.93            |
|          |                              | 1.00       | 0.12        | 0.00          | 0.00        | 0.00            | 0.07            | 1.00           | 0.93          | 0.94              | 1.00           | 0.81            | 0.62            | 0.66             | 0.66             | 0.49           | 0.66           | 0.54           | 0.66        | 1.00        | 1.00            |
|          | +/ <i>H19</i> <sup>Ter</sup> | 1.00       | 0.15        | 0.00          | 0.00        | 0.00            | 0.03            | 1.00           | 0.84          | 1.00              | 1.00           | 0.71            | 0.65            | 0.67             | 0.63             | 0.21           | 0.77           | 0.54           | 0.63        | 1.00        | 1.00            |
| Placenta | +/+                          | 1.00       | 0.15        | 0.00          | 0.00        | 0.00            | 0.00            | 0.97           | 0.84          | 0.97              | 1.00           | 0.62            | 0.80            | 0.67             | 0.57             | 0.33           | 0.64           | 0.47           | 0.59        | 0.00        | 0.48            |
|          |                              | 0.81       | 0.15        | 0.00          | 0.00        | 0.00            | 0.04            | 0.97           | 0.82          | 1.00              | 0.61           | 0.77            | 0.58            | 0.67             | 0.43             | 0.61           | 0.53           | 0.62           | 1.00        | 0.95        | 0.89            |
|          | +/ <i>H19</i> <sup>Ter</sup> | 0.98       | 0.12        | 0.00          | 0.00        | 0.00            | 0.03            | 1.00           | 0.92          | 1.00              | 1.00           | 0.77            | 0.84            | 0.65             | 0.64             | 0.37           | 0.73           | 0.51           | 0.63        | 1.00        | 1.00            |
|          | +/+                          | 1.00       | 0.12        | 0.00          | 0.47        | 0.00            | 0.00            | 0.87           | 0.77          | 0.93              | 1.00           | 0.83            | 0.90            | 0.82             | 0.96             | 0.61           | 0.67           | 0.58           | 0.70        | 0.71        | 0.73            |
|          |                              | 1.00       | 0.15        | 0.12          | 0.21        | 0.00            | 0.09            | 0.91           | 0.75          | 1.00              | 1.00           | 0.80            | 0.85            | 0.75             | 0.86             | 0.76           | 0.88           | 0.50           | 0.65        | 0.74        | 0.74            |
|          | +/ <i>H19</i> <sup>Ter</sup> | 1.00       | 0.10        | 0.00          | 0.43        | 0.00            | 0.00            | 0.94           | 0.73          | 0.94              | 1.00           | 0.91            | 0.93            | 0.82             | 0.82             | 0.76           | 0.91           | 0.51           | 0.62        | 0.55        | 0.59            |
|          | +/+                          | 0.93       | 0.17        | 0.14          | 0.43        | 0.00            | 0.00            | 0.92           | 0.75          | 0.89              | 1.00           | 0.79            | 0.88            | 0.76             | 0.87             | 0.83           | 0.81           | 0.62           | 0.77        | 0.75        | 0.79            |
|          |                              | 0.87       | 0.15        | 0.00          | 0.40        | 0.00            | 0.38            | 0.82           | 0.72          | 0.92              | 0.98           | 0.73            | 0.74            | 0.62             | 0.91             | 0.87           | 0.82           | 0.39           | 0.52        | 0.69        | 0.78            |
|          | +/ <i>H19</i> <sup>Ter</sup> | 0.86       | 0.20        | 0.20          | 0.53        | 0.00            | 0.00            | 1.00           | 0.72          | 0.93              | 1.00           | 0.87            | 0.88            | 0.75             | 0.83             | 0.74           | 0.83           | 0.61           | 0.59        | 0.65        | 0.60            |

**Fig. S6. Misexpression of imprinted genes is confined to the *H19/Igf2* imprinted domain along chromosome 7 in the offspring derived from *H19*<sup>Ter</sup> prospermatogonia.**

Allele-specific transcription of *H19*, *Igf2*, *Igf2as* and *Ins2* transcripts, together with seven transcripts in the neighboring *Kcnq1/Cdkn1c* imprinted domain in chr 7 is displayed in four fetal organs at 18.5 dpc. Sequenom allelotyping assays of uterus-mate biological replicate samples are shown. These were obtained by crossing a *H19*<sup>+/+</sup>/*H19*<sup>+</sup> (JF1/MsJ) female with a *H19*<sup>+/+</sup>/*H19*<sup>Ter</sup> (129S1) male. The numbers refer to the percent maternal allele expression in the total. The colors depict maternal allele-specific bias in red, paternal allele-specific bias in blue, and biallelic expression in yellow. The parental-allele-specific expression of only *H19* responded to the terminator mutation insertion, most notably in the liver organ.

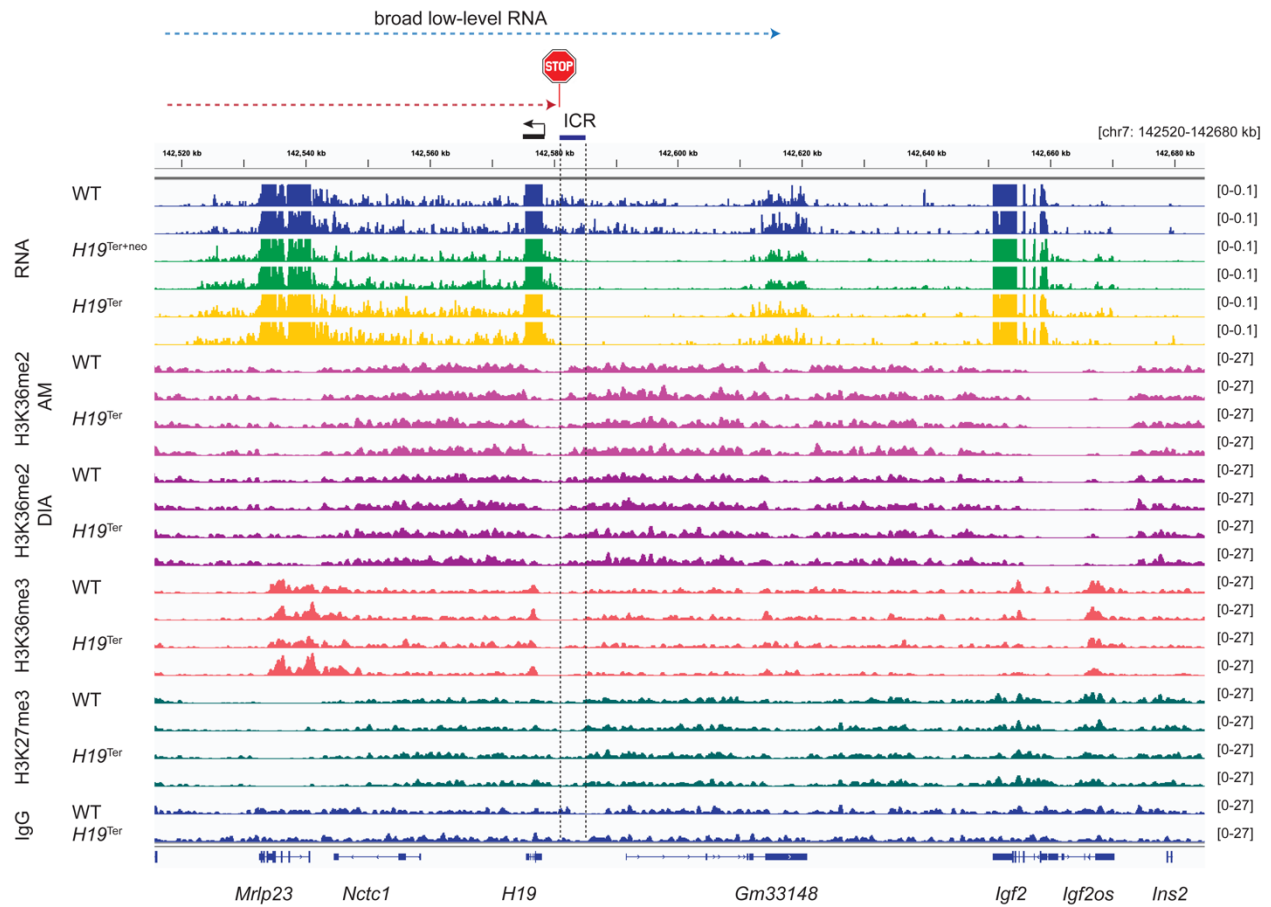

**Fig. S7. The chromatin landscape of the *H19/Igf2* ICR and its surroundings is unchanged in 15.5 dpc prospermatogonia in response to the terminator cassette insertion.** ChIP-seq results are shown in biological replicates of 15.5 dpc purified prospermatogonia from wild-type and *H19<sup>Ter</sup>/H19<sup>Ter</sup>* homozygous fetuses. Antibodies and samples are marked to the left. Other details are marked according to Figure 1.

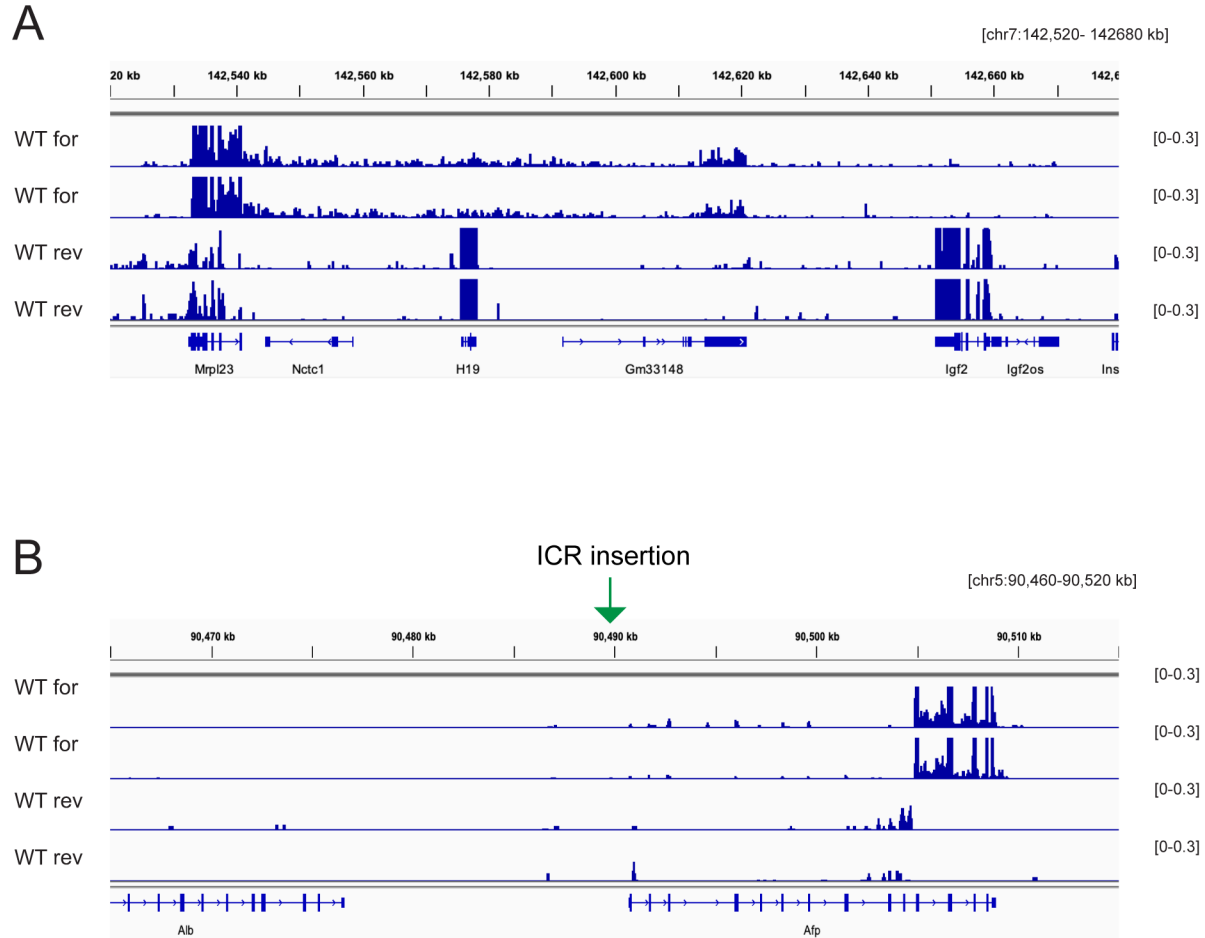

**Fig. S8. Broad low-level transcription is not observed in prospermatogonia across the *Afp* promoter, where de novo methylation of an inserted ICR does not take place.** Genome browser view of normalized total RNA-seq bigwig files in the forward (top two lanes) and reverse (bottom two lanes) directions. Biological replicates of 15.5 dpc purified prospermatogonia from wild-type (WT) fetuses are shown. Genes are marked. (A) *H19/Igf2* domain and surrounding regions is shown for reference. (B) *Afp* gene and its upstream region. The arrow shows the insertion site at -0.9 kb from the *Afp* TSS.

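In the 2 WT libraries, *Afp*, which encodes the fetal serum protein alpha-fetoprotein, was at 10.1 and 9.14 CPM (452 and 407 read pairs). It lies on chromosome 5 of GRCm38 from 90490737 to 90508907. *Alb*, the albumin gene next to it, was at 0.067 and 0.0898 CPM, or 3 and 4 read pairs. Around the *H19/Igf2* ICR on chromosome 7, *Mrpl23* was at 36.7 and 36.1 CPM, *H19* at 44.6 and 45.8, *Gm33148* at 5.61 and 4.49, *Igf2* at 2.12 and 1.48 and *Igf2os* at 0.402 and 0.359. The *Igf2os* values rest on 18 and 16 read pairs. The values sum the reads over the exons of a gene, so the promoter of *Afp* and the sequence before it were not analysed here. Of the 5723 exonic bases of *Igf2*, 2127 are free of exons of other genes on its strand in the annotation used here.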

**Table S1. Q-RTPCR Primers.**

|                    |                           |
|--------------------|---------------------------|
| Igf2 exon 2-3 HEX  | CCTTCAAGCCGTGCCAACCGTCGC  |
| Igf2 exon 2-3 U    | GGACCGCGGCTTCTACTTC       |
| Igf2 exon 2-3 L    | AGCAGCACTCTTCCACGATG      |
| H19 exon 4-5 FAM   | TGCCTCAGGAATCTGCTCCAAGGTG |
| H19 exon 4-5 U     | CTGAATCAAGAAGATGCTGCAATC  |
| H19 exon 4-5 L     | GGTGCTATGAGTCTGCTCTTTC    |
| Gapdh exon 5-6 Cy5 | CGTGCCGCCTGGAGAAACCTGCC   |
| Gapdh exon 5-6 U   | AATGTGTCCGTCGTGGATCTG     |
| Gapdh exon 5-6 L   | CAACCTGGTCCTCAGTGTAGC     |

**Table S2. Sequenom Primers.**

| Transcript/SNP_ID        |                                                                                              |
|--------------------------|----------------------------------------------------------------------------------------------|
| 2nd-PCRP                 |                                                                                              |
| 1st-PCRP                 |                                                                                              |
| UEP_SEQ                  |                                                                                              |
| Ascl2(a)_chr7:142967094  | ACGTTGGATGCTTCATATTTTCAGTAGAG<br>ACGTTGGATGGGACTTGGAAATTTCTCAGG<br>ggcTATTTTCAGTAGAGTCCTACA  |
| Cdkn1c(a)_chr7:143458462 | ACGTTGGATGCCCCACACATTCATCTTCAG<br>ACGTTGGATGCATTTGACTGTCTGGTCAC<br>tcgTCAGTTAGCTTACAGTGTCCCC |
| Dhcr7(a)_chr7:143837878  | ACGTTGGATGATGGCATGTGACCAGTACAG<br>ACGTTGGATGTGTCTTGGCCCAAATGTCTG<br>tgcgCCCTGACTGCCCCCG      |
| Dhcr7(d)_chr7:143847130  | ACGTTGGATGGATGGTTGGTCATTCGGAAG<br>ACGTTGGATGGTACTTGGTGTACCACCCTG<br>GGTCATTCGGAAGATATAGTA    |
| H19_ch7:149761651        | ACGTTGGATGTTGCCCTCAGACGGAGATG<br>ACGTTGGATGGCTTTGAGTCTCTCCGTATG<br>AGCATTGCCAAAGAGG          |
| Igf2_ch7:149836880       | ACGTTGGATGACAGGTGACATATGGCGTTC<br>ACGTTGGATGGTCTCTTCCCTACTGTCTTC<br>ACAAAGGGAGGGACC          |
| Ins2_ch7:142679601       | ACGTTGGATGGCTAAGACCTCAGGGACTTG<br>ACGTTGGATGATAGGCTGGGTTGAGGATAG<br>TCAGGGACTTGAGGTAGGATAT   |
| Kcnq1(b)_chr7:143426295  | ACGTTGGATGTGATATGACAGCCTAGCTCC<br>ACGTTGGATGAAGTTCTAGTTCCCACTGGC<br>TGGCCTGGATCTGGATAT       |
| Kcnq1ot1_ch7:150427528   | ACGTTGGATGGGACACATGCATGCATCTGA<br>ACGTTGGATGTATGTTCCAGAGTTGTTGGG<br>CATGCATCTGATGATTTTTTA    |
| Igf2as                   | ACGTTGGATGATCTCTAGCACAGGAGCATC<br>ACGTTGGATGGACTAGACTTCCTAGCCTTG<br>ggagCAGAGCTCCTGCAAAT     |
| Osbp15(d)_chr7:143689208 |                                                                                              |

ACGTTGGATGGTTACTTCACCTACATCTGC  
 ACGTTGGATGTGGGCACTTCTCTTGCTTAC  
 ggccCCTACATCTGCCCTACA  
 Osbpl5(g)\_chr7:143704576  
 ACGTTGGATGGACCTGTTCCACATAGGTAG  
 ACGTTGGATGAAGACCAACGAGAGTGGGAG  
 CCCACCAGGGCTGTC  
 Phlda2\_chr7:143502389  
 ACGTTGGATGTGGTTTTCCCGGAGAAGAGG  
 ACGTTGGATGAAGCGAAGCGACAGCCTGTT  
 CAGCGCTTCTTCTTCCA  
 Slc22a18(b)\_chr7:143476224  
 ACGTTGGATGTAGGTGAGTATGATGATCCC  
 ACGTTGGATGAGGACTCTGGATACTGTCTG  
 ATGATGATCCCCCTGCCG  
 Th(a)\_chr7:142896976  
 ACGTTGGATGTGGAGTACTTTGTGCGCTTC  
 ACGTTGGATGTGCGCACATCGTCAGACAC  
 gcgcCCTGGCTGCCCTCCTCAGT  
 Th(b)\_chr7:142898143  
 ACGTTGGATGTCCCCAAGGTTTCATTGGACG  
 ACGTTGGATGTCCAATGGGTTCCCAGGTTC  
 gtcgCATCGAGGATGCCCCG  
 Tnfrsf22  
 ACGTTGGATGTTTCCTGATGTGCTGAGGAG  
 ACGTTGGATGCCAAACCTGGAATTCACCTC  
 gcttAGGAGAAGCAAATGGTTAG  
 Tspan32(a)\_chr7:143005838  
 ACGTTGGATGGTTCCTGTGCACCAAGGAAG  
 ACGTTGGATGAGTTGCAGAGGCCCTCAC  
 gggcaTAAGAAGCCCAGACCCTA  
 Tspan32(c)\_chr7:143018812  
 ACGTTGGATGCTGCTAGACCCAATTGTCAG  
 ACGTTGGATGGTGCACATGTTTGCTAACTG  
 GACCCAATTGTCAGCAAACAC  
 Tssc4(a)\_chr7:143070953  
 ACGTTGGATGACAATTCCCACAGTCTCTGC  
 ACGTTGGATGATCACTCTACCCCTCACCTG  
 acatACAGCCCACACCTTC

**Table S3. Bisulfite Sequencing Primers.**

|                 |                              |
|-----------------|------------------------------|
| H19TerNeo BS F1 | GTTTTAGATTGTTTTGGGAAAAG      |
| H19Ter BS F1    | AAGATTTTATTAAAGTAGTTGGGATAG  |
| H19 WT BS F1    | TAGTTTTTGTGTTTTATGGTTATGG    |
| H19ICR BS R1    | CATAACATTCAATAATTCATAAAAATCA |

**Table S4. Multiplex Bisulfite Sequencing Primers (in different combinations).**

Indexed (index in bold) common reverse primers inside of the ICR:

|                  |                                                  |
|------------------|--------------------------------------------------|
| 503-H19ICR BS R1 | AT <b>CCTATCCT</b> CATAACATTCAATAATTCATAAAAATCA  |
| 504-H19ICR BS R1 | AT <b>GGCTCTGA</b> CATAACATTCAATAATTCATAAAAATCA  |
| 505-H19ICR BS R1 | AT <b>AGGCGAAG</b> CATAACATTCAATAATTCATAAAAATCA  |
| 506-H19ICR BS R1 | AT <b>TAATCTTA</b> CATAACATTCAATAATTCATAAAAATCA  |
| 507-H19ICR BS R1 | AT <b>CAGGACGT</b> CATAACATTCAATAATTCATAAAAATCA  |
| 508-H19ICR BS R1 | AT <b>GTA CTGAC</b> CATAACATTCAATAATTCATAAAAATCA |

Indexed forward primers:

|                      |                                                |
|----------------------|------------------------------------------------|
| 701-H19Ter+Neo BS F1 | AC <b>CGAGTAAT</b> GTTTTAGATTGTTTTGGGAAAAG     |
| 702-H19Ter+Neo BS F1 | AC <b>TCTCCGGA</b> GTTTTAGATTGTTTTGGGAAAAG     |
| 701-H19Ter BS F1     | AC <b>CGAGTAAT</b> AAGATTTTATTAAAGTAGTTGGGATAG |
| 702-H19Ter BS F1     | AC <b>TCTCCGGA</b> AAGATTTTATTAAAGTAGTTGGGATAG |
| 701-H19WT BS F1      | AC <b>CGAGTAAT</b> TAGTTTTTGTTTTTATGGTTATGG    |
| 702-H19WT BS F1      | AC <b>TCTCCGGA</b> TAGTTTTTGTTTTTATGGTTATGG    |

How the deposited data were processed for this re-analysis (not part of the article)

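Total RNA-seq was analysed in 7 libraries of EGFP+ prospermatogonia from 15.5 dpc fetuses (15 dpc in the source name of the labels, 15.5 dpc in their protocol), grouped by the genotype in the labels and the paper as 2 WT (replicates 1 and 2), 2 *H19* Ter/*H19* Ter (replicates 3 and 4) and 3 *H19* Ter+neo/*H19* Ter+neo (replicates 5, 6 and 7). Libraries were the unit of replication. The paper states that uterus-mate fetuses from several litters served as biological replicates, and the litter of each library is not given in the sources used here.

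The authors trimmed the reads with Trim Galore 0.6.0, aligned them to mm10 with STAR 2.7.8 and counted them per gene, and the submitters' notes also name deepTools and edgeR. The values deposited by the authors are log2 CPM (counts per M read pairs, after scaling) with a prior count scaled to the size of each library. Their mean prior count is 2 reads. The log2 values were checked by undoing the log and the prior count, which gave whole read pairs for 100% of values in every library within a tolerance of 1e-06 of a read (largest deviation 2.8e-09). The recovered totals were 45.1 and 45.9 M read pairs in WT, 51.2 and 37.5 M in *H19* Ter/*H19* Ter, and 84.1, 86.3 and 87.3 M in *H19* Ter+neo/*H19* Ter+neo. The table holds 20643 genes. Gene names, coordinates and types come from GENCODE vM21 on GRCm38, which names 20615 of the IDs, and GC content and length were available for 20610 genes.

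The design had assumed linear CPM, to be logged with a pseudocount of 0.1. As the table holds log2 values, limma (3.58.1, R 4.3.3) was run on them as deposited, and the planned filter of 0.1 CPM in at least 2 libraries removed no gene. The fit had genotype as its only factor, with empirical Bayes moderation and a mean-variance trend. Comparisons tested were, *H19* Ter/*H19* Ter against WT, *H19* Ter+neo/*H19* Ter+neo against WT and *H19* Ter+neo/*H19* Ter+neo against *H19* Ter/*H19* Ter, with the mean of both mutants against WT beside them. A gene was called past the threshold at a Benjamini-Hochberg adjusted p under 0.05, two-sided. Gene lists were tested with camera at a preset correlation of 0.01 and again with a correlation estimated from the libraries, and their p-values were adjusted over the lists. *Gm33148* was also tested by an exact permutation test over the 21 ways to choose 2 of 7 libraries. Shares of calls on chromosome 7 and within 10 and 20 Mb of the insertion site at 142580156 were tested with Fisher's exact test, two-sided. Overlap of calls between the mutants was set beside 50 simulations of unchanged groups against the same WT libraries. Identity of pseudogenes to protein-coding transcripts came from BLAST 2.17.0. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

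The design, the alternatives, the gene lists and the rule for named genes were set before the data were examined. The rule names, in each comparison, the 10 largest rises and the 10 largest falls among genes past the threshold with a mean log2 value of at least 1 (the design wrote a mean value of at least 1) and no overlap between the libraries of both groups, every gene the paper names, and up to 4 members of each list with the smallest p in either mutant against WT. The lists are genes upstream and downstream of the terminator in the *H19/Igf2* domain, *H19*, the distal chromosome 7 imprinted cluster, genes at other paternal germline differentially methylated regions (gDMRs), imprinted genes of maternal gDMRs, the de novo methylation and imprint machinery, the piRNA pathway, male fetal germ cell markers, pluripotency genes, the mitotic cycle, arrest inhibitors, meiosis genes, markers of Sertoli, Leydig, interstitial and peritubular, endothelial, macrophage and leukocyte, and erythroid cells, dissociation stress, the mitochondrial genome, strain-variable genes and sex genes. Some genes are in more than 1 list.

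The fit was tested on simulated data with 20643 genes, of which 200 were changed 1.5-fold, 2-fold or 4-fold. A list of genes was also changed to test the lists. In the simulation of *H19* Ter/*H19* Ter against WT, 41.8% of genes changed 1.5-fold, 77.6% of those changed 2-fold and 100% of those changed 4-fold were recovered, and 9.15% of calls were false. For *H19* Ter+neo/*H19* Ter+neo against WT the shares were 44.8%, 85.1% and 98.5%, with 5.95% of calls false. For *H19* Ter+neo/*H19* Ter+neo against *H19* Ter/*H19* Ter they were 47.8%, 95.5% and 98.5%, with 7.22% of calls false. These false shares lie above the nominal 5%. The real comparisons called 5187 to 11231 genes, far more than were changed in the simulations. The recovered and false shares may therefore not hold for the real comparisons.

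The alternatives were other pseudocounts, another filter, no filter, rescaling to the same total per library and by the median ratio, fits of the 2 groups compared only, each library left out in turn, an estimated correlation and a minimum change of 2-fold. A pseudocount of 0.1, voom on the recovered reads, libraries thinned to 37538047 read pairs and removal of the trend on GC content and length were added later. The coverage tracks of Fig. 1C, fig. S3 and fig. S8 and the bisulfite, allele-specific expression and chromatin experiments were not analysed here.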

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

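The tests of fewer germ cells, of a later stage and of reads shared between copies in the genes near 0 in WT were chosen only after their result was seen, and so were the definition of that last set of genes, the thinning of libraries and the removal of the trend on GC content and length.

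The paper does not report a test across all genes in these libraries. The fit had genotype as its only factor. Differences in strain background, litter or sequencing run, if any, cannot be told apart from genotype in the counts below. In *H19* Ter/*H19* Ter against WT, 5187 of 20643 genes passed the threshold, 2914 higher and 2273 lower, of which 1400 and 259 by at least 2-fold. With the same total per library, 72.6% of 4771 calls were higher (56.2% above), with 2 groups only 48.3% of 6355, and voom called 3092 genes. This count was 1408 without WT replicate 2, 2260 without *H19* Ter/*H19* Ter replicate 3 and 1892 without *H19* Ter/*H19* Ter replicate 4. In *H19* Ter+neo/*H19* Ter+neo against WT, 11231 genes passed, 5717 higher and 5514 lower, of which 2568 and 1082 by at least 2-fold. Between the mutants, *H19* Ter+neo/*H19* Ter+neo against *H19* Ter/*H19* Ter, 5717 genes passed in a test of the difference itself, 2587 higher and 3130 lower (31.9% higher with the same total per library, against 45.3%), and 2326 passed without *H19* Ter/*H19* Ter replicate 3 and 2994 without *H19* Ter/*H19* Ter replicate 4. The log2 fold changes between the mutants had a Spearman correlation of -0.379 with GC content over 12096 genes. It was -0.179 in *H19* Ter+neo/*H19* Ter+neo and 0.093 in *H19* Ter/*H19* Ter against WT. With the trend on GC content and length removed, 5106 genes passed between the mutants, and 5219 in thinned libraries. Other differences between libraries were not separated from genotype. The genes at other paternal gDMRs, a group whose RNA levels the paper does not report, had a median log2 fold change of 0.96 in *H19* Ter+neo/*H19* Ter+neo against WT.

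The 27 mitotic cycle genes, whose levels the paper does not discuss, had a median log2 fold change of -0.44 in the mean of both mutants against WT (median absolute deviation 0.22), and the 14 pluripotency genes one of -0.47 (0.45). The median of the mitotic cycle genes was -0.39 after removing the trend on GC content and length and -0.44 in libraries thinned to the same depth, which argues against either as the whole source. Fewer germ cells in the mutant libraries would lower the genes of the piRNA pathway by a like amount. Their median was instead 0.25 (median absolute deviation 0.25). The 23 male fetal germ cell markers went the other way, with medians of -0.45 in *H19* Ter/*H19* Ter and -0.25 in *H19* Ter+neo/*H19* Ter+neo against WT. Of these markers, 11 fell in each mutant, and 0 and 2 rose. The germ cell lists thus disagree, and fewer germ cells stays open. A later stage of the mutant germ cells at dissection stays open, since no library has another age, so stage and genotype cannot be told apart, and the piRNA pathway median, which was seen first, does not decide it. An effect of the inserted alleles on germ cell arrest stays open as well and was not tested.

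Of 1035 processed pseudogenes tested, 240 were at least 2-fold lower in *H19* Ter+neo/*H19* Ter+neo than in *H19* Ter/*H19* Ter, of 468 such genes in all, and this stood out as a difference between the mutants. With transcribed processed pseudogenes included, those at least 98% identical to a protein-coding transcript (299 genes, median -0.48) lay lower than those under 90% identical or without a match (466 genes, median -0.15) by a difference of -0.33, so reads shared with near-identical parent genes may contribute. The test left open whether pseudogenes without a match and transcribed ones count, and the 4 readings gave -0.31 to -0.35, close to the bound of -0.3 set for it. After the trend on GC content and length was removed, the median of the most identical was -0.50, which argues against GC content as the whole source. No biological explanation was tested for this pattern.

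There were 9 genes under 0.1 CPM in both WT libraries and at 1 CPM or more in all 5 mutant libraries, among them the ribosomal pseudogene *Rplp0-ps1* and the protein-coding *Lnp1*, named after their values were seen and not discussed in the paper, and 0 genes in the reverse set. None lies on chromosome 7 within 20 Mb of the insertion site (0%), which argues against 129 sequence carried along with the targeted allele. Reads shared between copies may still contribute. With transcribed processed pseudogenes included, 2 of the 9 (22.2%) are processed pseudogenes against 5.53% of all tested genes (Fisher's exact test, p = 0.085), too few to decide. Another strain background elsewhere in the genome is open too, because 0 of the 9 have another within 2 Mb while random sets of 9 have a median of 0 and an upper bound of 2, so a count of 0 could not have told the outcomes apart, and this reading replaced the one written before, after the value was seen. The biological difference of genotype also remains open and untested for these genes.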

How the results depend on the processing

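Voom, thinning, a pseudocount of 0.1 and removal of the trend on GC content and length were chosen after seeing the data. The planned edgeR and DESeq2 tests were not run, and voom on the recovered reads was run in their place. No paired analysis was possible because the replicate numbers run from 1 to 7 across the genotypes. Fitting without a filter tested nothing, as the filter removes no gene. No called result became a call in the other direction, although *Ddx3y* between the mutants went from 0.24 to -0.01 and lost its call with the trend removed, and 56 gene and 28 list values short of the threshold changed sign, among them *Igf2* in *H19* Ter/*H19* Ter (0.14 to -0.11 without WT replicate 2). Of 348 results for named genes, 246 passed the threshold and 157 of these passed under every alternative run; 286 values under alternatives no longer passed, 217 of them with 1 library left out, and 74 newly passed. Of 69 list results, 11 were called and 0 kept their call under every alternative, since an estimated correlation left 0 of 3 lists in *H19* Ter/*H19* Ter, 0 of 5 in *H19* Ter+neo/*H19* Ter+neo and 0 of 3 between the mutants. Fits of 2 groups only called 6 lists in *H19* Ter/*H19* Ter and lost *Gm33148* with the 5 mutant libraries as 1 group (-0.47, limma adjusted p = 0.0772) but not in *H19* Ter/*H19* Ter (-0.66, limma adjusted p = 0.0148). In thinned libraries *Gm33148* in both mutants stayed at -0.48 (main -0.50, limma adjusted p = 0.0246), with an exact permutation p of 0.0952 (main 0.0476). Calls shared by the mutants were 1222 higher and 171 lower at 2-fold or more, by construction, 1073 lower (main 1742) with the same total per library and 1495 higher (main 2544) with voom, which called 3092 genes in *H19* Ter/*H19* Ter. With the same total per library, 72.6% of calls in *H19* Ter/*H19* Ter were higher (main 56.2%) and 31.9% between the mutants (main 45.3%). The majority of calls turned from higher to lower in *H19* Ter/*H19* Ter with 2 groups only (48.3%) and in *H19* Ter+neo/*H19* Ter+neo (main 50.9%) with a filter of 1 CPM (47.9%), with voom (49.1%) and without replicate 5 (49.9%). A filter of 1 CPM put 8.06% of *H19* Ter+neo/*H19* Ter+neo calls on chromosome 7 (Fisher's exact p = 0.0895). With the GC and length trend removed, 5 domain results passed (main 3). Leaving out 1 library, which for WT and *H19* Ter/*H19* Ter leaves a lone library assumed to vary like the other groups, gave (p from Fisher's exact test) 1408 to 5870 genes called in *H19* Ter/*H19* Ter, 7730 to 11118 in *H19* Ter+neo/*H19* Ter+neo and 2326 to 5404 between the mutants; 2 to 3 domain results; -0.66 to -0.34 for *Gm33148* in both mutants, without WT replicates 2 and 1; 3 to 5 lists in *H19* Ter/*H19* Ter, 5 in *H19* Ter+neo/*H19* Ter+neo and 3 to 7 between the mutants; 1022 to 2686 shared higher and 247 to 2140 shared lower calls; 8.40% (without replicate 5, p = 0.058) to 9.73% of *H19* Ter/*H19* Ter calls on chromosome 7 and 0.818% to 1.35% within 10 Mb (without replicate 2, p = 0.0176). Apart from the 2-fold minimum, the cause was not tested. Depth limits *Igf2os* and *Alb*, at 16 to 18 and 3 to 4 read pairs in WT.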

Differences from the paper's values

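The paper states an average depth of 100 M raw paired reads per library. The mean recovered from the gene table was 62.5 M read pairs (SD 22.3, 7 libraries). These are different quantities, since the table holds read pairs counted to genes and the paper's value is for raw reads. None of the alternatives set before the data were examined changes the total read pairs recovered, so none has a value of its own here.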

Other observations

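The tests of named genes, lists, shared calls and chromosome 7 were set in advance, and the principal components were chosen after the values were seen. Some alternative settings reported below for these tests were also chosen after seeing the data. They are voom, the smallest pseudocount, thinned libraries and removal of the trend on GC content and length. Strain background, litter and sequencing run were not separated from genotype in any of these tests.

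Genes of the de novo methylation machinery moved in both directions in the mutants. Of 23 genes of methylation and imprinting, 6 rose, 5 fell and 12 did not pass in *H19* Ter/*H19* Ter (8 and 7 adjusted over the list alone, adjusted p of the list = 0.469), and 6 rose, 11 fell and 6 did not pass in *H19* Ter+neo/*H19* Ter+neo (6 and 11 over the list alone, adjusted p = 0.476). *Dnmt3l*, the cofactor of the de novo methyltransferases, rose by a log2 fold change of 1.21 in *H19* Ter+neo/*H19* Ter+neo (standard error 0.11, limma adjusted p = 2.33e-05) and also rose in *H19* Ter/*H19* Ter (limma adjusted p = 0.00033). *Dnmt3b*, a de novo methyltransferase, rose by 0.67 (limma adjusted p = 0.00138) and 0.46 (limma adjusted p = 0.00118). Between the mutants, 1 gene of this list was higher in *H19* Ter+neo/*H19* Ter+neo, 9 were lower and 13 did not pass (1 and 12 adjusted over the list alone), and the list was lower (adjusted p = 0.0116, adjusted p = 0.571 with an estimated correlation). Of 21 piRNA pathway genes, 5 rose and 3 fell in *H19* Ter/*H19* Ter (9 and 3 adjusted over the list alone, adjusted p = 0.0819, and 0.0462 and 0.0381 without replicates 3 and 5, 0.0387 with the same total per library, 0.0205 with WT and *H19* Ter/*H19* Ter fitted alone and 0.0362 with the trend on GC content and length removed), and 15 rose and 3 fell in *H19* Ter+neo/*H19* Ter+neo (15 and 3, adjusted p = 0.00245, adjusted p = 0.595 with an estimated correlation). *Henmt1*, which methylates the ends of piRNAs, rose by 0.59 (limma adjusted p = 0.0047) and 0.99 (limma adjusted p = 3.47e-05), and *Tdrd12*, a piRNA biogenesis factor, had log2 fold changes of -0.43 (limma adjusted p = 0.00365) and -0.60 (limma adjusted p = 6.77e-05). Between the mutants, 9 piRNA genes were higher in *H19* Ter+neo/*H19* Ter+neo and 0 lower (9 and 0 adjusted over the list alone, adjusted p = 0.00283, adjusted p = 0.7 with an estimated correlation).

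Of the genes at the other paternal gDMRs, more rose than fell. Of 8 with a value, 6 rose and 0 fell in *H19* Ter/*H19* Ter (6 and 0 adjusted over the list alone, median 0.86, adjusted p = 0.00451, adjusted p = 0.446 with an estimated correlation) and 6 rose and 0 fell in *H19* Ter+neo/*H19* Ter+neo (6 and 0, adjusted p = 0.00795, adjusted p = 0.595 with an estimated correlation). *Rian*, a noncoding RNA of the *Dlk1* domain, rose by 1.19 (limma adjusted p = 0.000461) and 1.54 (limma adjusted p = 1.02e-05), *Rasgrf1*, a Ras exchange factor, by 0.79 (limma adjusted p = 0.0033) and 1.42 (limma adjusted p = 1.79e-05), and *Dlk1*, a Notch-like ligand that is also in the Leydig cell list, by 1.32 (limma adjusted p = 0.00215) and 0.90 (limma adjusted p = 0.00215). Of 27 imprinted genes of maternal gDMRs, 4 rose and 5 fell in *H19* Ter/*H19* Ter (5 and 8 adjusted over the list alone, adjusted p = 0.271) and 5 rose and 10 fell in *H19* Ter+neo/*H19* Ter+neo (5 and 10 over the list alone, adjusted p = 0.476). *Grb10*, an adaptor that restrains growth, rose by 1.40 and 2.00 (limma adjusted p = 0.001 and 1.55e-05), and *Peg3*, a zinc finger factor, had log2 fold changes of -0.76 and -1.25 (limma adjusted p = 0.000145 and 1.09e-06). In the distal chromosome 7 cluster, 4 of 17 rose and 0 fell in *H19* Ter/*H19* Ter (4 and 0 over the list alone, adjusted p = 0.146), and 7 rose and 4 fell in *H19* Ter+neo/*H19* Ter+neo (7 and 4 over the list alone, adjusted p = 0.726).

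Among genes of proliferation and of the early germ cell state, more fell than rose. Of 27 mitotic cycle genes, 0 rose and 17 fell in *H19* Ter/*H19* Ter (0 and 22 adjusted over the list alone, median -0.40, adjusted p = 8.37e-08, adjusted p = 0.446 with an estimated correlation), and 0 rose and 20 fell in *H19* Ter+neo/*H19* Ter+neo (0 and 23, median -0.51, adjusted p = 8.16e-07, adjusted p = 0.595 with an estimated correlation). *Plk1*, a mitotic kinase, had log2 fold changes of -0.69 and -1.24 (limma adjusted p = 0.00304 and 1.71e-05), and *Mcm2*, a subunit of the replicative helicase, -0.66 and -0.94 (limma adjusted p = 0.00143 and 2.1e-05). Between the mutants, the mitotic cycle list had 1 gene higher in *H19* Ter+neo/*H19* Ter+neo and 9 lower (1 and 10 adjusted over the list alone). It did not pass (limma's camera, adjusted p = 0.0567). Its median was -0.14, and -0.19 without replicate 4, a fit that leaves 1 *H19* Ter/*H19* Ter library and for which only the median is given. The list passed, as lower, with the same total per library, without replicate 5 and with the trend on GC content and length removed (limma's camera, adjusted p = 0.0226, 0.00107 and 0.0136). Of 23 male fetal germ cell markers, 0 rose and 11 fell in *H19* Ter/*H19* Ter (0 and 12, adjusted p = 0.000204, adjusted p = 0.446 with an estimated correlation), and 2 rose and 11 fell in *H19* Ter+neo/*H19* Ter+neo (2 and 11, adjusted p = 0.0127, adjusted p = 0.595 with an estimated correlation). *Nodal*, a signalling ligand made by fetal male germ cells, had -0.83 and -1.74 (limma adjusted p = 0.00373 and 1.06e-05). Of 14 pluripotency genes, 1 rose and 4 fell in *H19* Ter/*H19* Ter (1 and 5, adjusted p = 0.0776, and 0.0459 and 0.0381 without replicates 1 and 5 and 0.0205 with WT and *H19* Ter/*H19* Ter fitted alone), and 1 rose and 11 fell in *H19* Ter+neo/*H19* Ter+neo (1 and 12, median -0.68, adjusted p = 0.00213, adjusted p = 0.595 with an estimated correlation). Between the mutants, 1 was higher in *H19* Ter+neo/*H19* Ter+neo and 8 lower (1 and 9, adjusted p = 0.00283, adjusted p = 0.615 with an estimated correlation). *Klf4*, a pluripotency factor, went the other way, by 1.32 and 1.24 (limma adjusted p = 0.00023 and 2.61e-05). *Pou5f1*, whose promoter drives the EGFP used for sorting, had -0.08 (limma adjusted p = 0.536) and -0.66 (limma adjusted p = 0.000143).

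The other lists did not pass the set test in *H19* Ter/*H19* Ter or *H19* Ter+neo/*H19* Ter+neo against WT with all 7 libraries. Of 8 arrest inhibitors, 1 rose and 3 fell in *H19* Ter/*H19* Ter (1 and 4 adjusted over the list alone, adjusted p of the list = 0.271), and 0 rose and 2 fell in *H19* Ter+neo/*H19* Ter+neo (0 and 2 over the list alone, adjusted p = 0.476). Of 22 meiosis genes, 2 rose and 4 fell (3 and 4 over the list alone, adjusted p = 0.271), and 7 rose and 5 fell (7 and 5 over the list alone, adjusted p = 0.768). Of 19 dissociation stress genes, 1 rose and 3 fell (1 and 3 over the list alone, adjusted p = 0.184), and 1 rose and 8 fell (1 and 8 over the list alone, adjusted p = 0.223). Of 10 transcripts of the mitochondrial genome with a value, 0 passed in *H19* Ter/*H19* Ter (0 and 0 over the list alone, adjusted p = 0.497), and 4 rose and 1 fell in *H19* Ter+neo/*H19* Ter+neo (4 and 1 over the list alone, adjusted p = 0.4). Of 12 strain-variable genes with a value, 6 rose and 1 fell (7 and 1 over the list alone, adjusted p = 0.0631, and 0.0365, 0.0479 and 0.0423 without replicates 2, 3 and 6), and 5 rose and 1 fell (5 and 1 over the list alone, adjusted p = 0.223). Of 6 sex genes, 0 rose and 2 fell (0 and 3 over the list alone, adjusted p = 0.0875), and 1 rose and 1 fell (1 and 1 over the list alone, adjusted p = 0.964). As lists, the genes upstream of the terminator had adjusted p = 0.271 in *H19* Ter/*H19* Ter and 0.476 in *H19* Ter+neo/*H19* Ter+neo, and those downstream 0.584 and 0.994. *H19* alone, a list of 1 gene, had unadjusted p = 0.926 and 0.496 (limma's camera). Among the largest changes named by rule, *Cyp2c55*, a cytochrome P450 enzyme, rose by 3.30 in *H19* Ter/*H19* Ter and 3.93 in *H19* Ter+neo/*H19* Ter+neo (limma adjusted p = 1.37e-05 and 1.02e-06), and *Noct*, a circadian phosphatase, had -2.14 and -1.96 (limma adjusted p = 2.15e-06 and 1.04e-06). *Rps13-ps1*, a ribosomal pseudogene whose reads its parent gene can share, rose by 6.46 and 6.59 (limma adjusted p = 1.26e-06 and 1.34e-07).

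Calls were shared between the mutants. Of 2914 genes higher in *H19* Ter/*H19* Ter and 5717 higher in *H19* Ter+neo/*H19* Ter+neo, 2544 were shared, against 807 for independent lists and a mean of 0.04 (highest 2) in 50 simulations with no effect. Of 2273 and 5514 lower, 1742 were shared, against 607 and a simulated mean of 0.06 (highest 1), and 50 genes were called in opposite directions. With no effect few genes are called at all, so the simulated counts cannot gauge sharing between lists of these sizes. The log2 fold changes of both mutants had a covariance of 0.451 against 0.0295 in the simulations, and a correlation of 0.786 across genes, which are not independent replicates, against 0.548. Both comparisons use the same 2 WT libraries, so part of the sharing beyond independent lists may come from these controls. Splitting the controls would leave 1 library each. The simulations also set both unchanged groups against the same WT libraries. Their covariance of 0.0295 and correlation of 0.548 thus already include shared controls, as simulated. The shared higher calls fell to 1022 without WT replicate 2, 1384 without *H19* Ter/*H19* Ter replicate 3 and 1267 without *H19* Ter/*H19* Ter replicate 4, and the shared lower calls to 1099, 247, 675 and 431 without replicates 1, 2, 3 and 4. With the same total per library the shared lower calls were 1073, with voom the shared higher calls 1495, and at a minimum of 2-fold 1222 higher and 171 lower calls were shared.

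Chromosome 7 holds 1616 of the tested genes (7.83%). It held 452 of the calls in *H19* Ter/*H19* Ter (8.71%, Fisher's exact test, p = 0.00656, adjusted over 27 tests 0.0221) and 927 in *H19* Ter+neo/*H19* Ter+neo (8.25%, Fisher's exact test, p = 0.0135, adjusted 0.0365). The *H19* Ter/*H19* Ter share did not pass with a filter of 1 CPM, with voom or without replicates 4, 5 or 7 (Fisher's exact test, adjusted p = 0.0672, 0.112, 0.066, 0.157 and 0.0644). The *H19* Ter+neo/*H19* Ter+neo share did not pass with that filter, with pseudocounts of 0.5 or 1, with the same total per library or without replicates 5, 6 or 7 (Fisher's exact test, adjusted p = 0.186, 0.0896, 0.101, 0.0521, 0.105, 0.11 and 0.0618), nor in thinned libraries or with the trend on GC content and length removed (Fisher's exact test, adjusted p = 0.0935 and 0.0572). By direction, the chromosome held 9.27% of the higher and 8.01% of the lower calls in *H19* Ter/*H19* Ter (Fisher's exact test, adjusted p = 0.0102 and 0.922), but 7.33% of the higher and 9.21% of the lower calls in *H19* Ter+neo/*H19* Ter+neo (Fisher's exact test, adjusted p = 0.206 and 7.42e-05). In *H19* Ter/*H19* Ter the higher calls did not pass with the filter of 1 CPM, with the same total per library, with voom or with that trend removed (Fisher's exact test, adjusted p = 0.054, 0.151, 0.286 and 0.076) or without replicates 2, 3 or 4 (Fisher's exact test, adjusted p = 0.201, 0.0903 and 0.243), and the lower calls passed without WT replicate 2 (12.1%, Fisher's exact test, adjusted p = 0.0244). In *H19* Ter+neo/*H19* Ter+neo the higher calls passed, as fewer than expected, without replicate 6 (7.00%, Fisher's exact test, adjusted p = 0.0313). Between the mutants it held 5.18% of the calls higher in *H19* Ter+neo/*H19* Ter+neo and 9.97% of those lower (Fisher's exact test, adjusted p = 5.45e-07 and 2.3e-05), and the higher ones did not pass without *H19* Ter/*H19* Ter replicate 3 (6.34%, Fisher's exact test, adjusted p = 0.165). Within 10 Mb of the insertion site, 43 of 161 tested genes were called in *H19* Ter/*H19* Ter (Fisher's exact test, p = 0.649) and 90 in *H19* Ter+neo/*H19* Ter+neo (Fisher's exact test, p = 0.751). This window holds 0.78% of the tested genes. It held 0.829% of the *H19* Ter/*H19* Ter calls with all 7 libraries and 1.35% without WT replicate 2, which leaves 1 WT library. Between the mutants this window held 0.525% of the calls against 0.78% of the tested genes (Fisher's exact test, adjusted p = 0.0303), which did not pass without replicates 3, 4 or 5 (Fisher's exact test, adjusted p = 0.165, 0.142 and 0.371), with a pseudocount of 1, the filter of 1 CPM or the same total per library (Fisher's exact test, adjusted p = 0.0555, 0.0909 and 0.0712), in thinned libraries or with the trend removed (Fisher's exact test, adjusted p = 0.174 and 0.243). By direction, it held 0.271% of the calls higher in *H19* Ter+neo/*H19* Ter+neo and 0.735% of those lower (Fisher's exact test, adjusted p = 0.00384 and 0.929), and the higher ones did not pass without replicates 3 or 5 or with the trend removed (Fisher's exact test, adjusted p = 0.18, 0.0887 and 0.243). Within 20 Mb, which holds 1.58% of the tested genes, lay 1.99% of the lower calls in *H19* Ter+neo/*H19* Ter+neo (Fisher's exact test, adjusted p = 0.0211, and 0.115 without replicate 5 and 0.348 with the trend removed) and 1.31% of the higher (Fisher's exact test, adjusted p = 0.12). These higher calls passed, as fewer than expected, with pseudocounts of 0.5 and 1, with median-ratio scaling and without replicate 6 (Fisher's exact test, adjusted p = 0.0405, 0.0475, 0.0464 and 0.0346). The lower calls in *H19* Ter/*H19* Ter, at 1.63%, passed there without replicates 2 or 3 and with the same total per library (3.59%, 2.91% and 2.45%, Fisher's exact test, adjusted p = 0.0244, 0.0267 and 0.0465). The same window held 0.58% of the calls higher in *H19* Ter+neo/*H19* Ter+neo than in *H19* Ter/*H19* Ter (Fisher's exact test, adjusted p = 1.73e-05, and 0.076 with the trend on GC content and length removed) and 2.08% of those lower (Fisher's exact test, adjusted p = 0.0481). The latter did not pass with pseudocounts of 0.5 or 0.1, with the 2 groups fitted alone, with voom or with the trend removed (Fisher's exact test, adjusted p = 0.0604, 0.0594, 0.0815, 0.0856 and 0.393) or without replicates 1, 2, 3, 6 or 7 (Fisher's exact test, adjusted p = 0.0857, 0.0916, 0.219, 0.136 and 0.0644). The first principal component, with 64.5% of the variance, ordered the libraries as WT, *H19* Ter/*H19* Ter and *H19* Ter+neo/*H19* Ter+neo, and the second, with 16.7%, set *H19* Ter/*H19* Ter apart. The 3 *H19* Ter+neo/*H19* Ter+neo libraries were also the deepest, at a median of 1.90 times that of WT.

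*Afp* was higher in *H19* Ter+neo/*H19* Ter+neo than in WT by a log2 fold change of 0.80 (limma adjusted p = 0.00017) and than in *H19* Ter/*H19* Ter by 0.65 (limma adjusted p = 0.00181), while *H19* Ter/*H19* Ter against WT gave 0.15 (limma adjusted p = 0.372). *Alb* was higher in *H19* Ter+neo/*H19* Ter+neo than in WT (limma adjusted p = 0.00428), at 0.344 to 0.822 CPM, or 30 to 67 read pairs, against 3 and 4 read pairs.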
